# PCLAF-DREAM drives alveolar cell plasticity for lung regeneration

**DOI:** 10.1038/s41467-024-53330-1

**Published:** 2024-10-24

**Authors:** Bongjun Kim, Yuanjian Huang, Kyung-Pil Ko, Shengzhe Zhang, Gengyi Zou, Jie Zhang, Moon Jong Kim, Danielle Little, Lisandra Vila Ellis, Margherita Paschini, Sohee Jun, Kwon-Sik Park, Jichao Chen, Carla Kim, Jae-Il Park

**Keywords:** Regeneration, Stem-cell differentiation, Drug discovery

## Abstract

Cell plasticity, changes in cell fate, is crucial for tissue regeneration. In the lung, failure of regeneration leads to diseases, including fibrosis. However, the mechanisms governing alveolar cell plasticity during lung repair remain elusive. We previously showed that PCLAF remodels the DREAM complex, shifting the balance from cell quiescence towards cell proliferation. Here, we find that PCLAF expression is specific to proliferating lung progenitor cells, along with the DREAM target genes transactivated by lung injury. Genetic ablation of *Pclaf* impairs AT1 cell repopulation from AT2 cells, leading to lung fibrosis. Mechanistically, the PCLAF-DREAM complex transactivates *CLIC4*, triggering TGF-β signaling activation, which promotes AT1 cell generation from AT2 cells. Furthermore, phenelzine that mimics the PCLAF-DREAM transcriptional signature increases AT2 cell plasticity, preventing lung fibrosis in organoids and mice. Our study reveals the unexpected role of the PCLAF-DREAM axis in promoting alveolar cell plasticity, beyond cell proliferation control, proposing a potential therapeutic avenue for lung fibrosis prevention.

## Abstract (web summary)

Cell plasticity, changes in cell fate, is involved in tissue regeneration. Here, Kim et al. show that PCLAF-DREAM-driven alveolar cell plasticity is crucial for lung regeneration and targetable as a preventative strategy for lung fibrosis.

## Introduction

Lung disease is one of the leading causes of death, with one in six deaths worldwide^1^. Various environmental pathogens and stresses cause lung injuries^2–4^. Stem and progenitor cell–driven regenerative potency repairs damaged lungs^5,6^. The failure of lung stem and progenitor cell activation or differentiation results in lung disease, including pulmonary fibrosis^5–8^. AT2 cells have been suggested as a pivotal cell type in lung regeneration. Dysregulation of the facultative progenitor capacity of AT2 cells induces lung fibrosis rather than regeneration^7,9–13^. Downregulation of Toll-like receptor 4-hyaluronan interaction^7^ and sustained mechanical tension^13^ inhibits AT2 cell stemness and plasticity. Telomere dysfunction^10^ and mutant surfactant protein C (SPC)^11^ promote AT2 cell hyperplasia, causing the failure of lung regeneration. Therefore, the precise control of AT2 cells is vital for lung regeneration. However, the detailed mechanism of AT2 cell activation and plasticity remains ambiguous.

The PCLAF (PCNA Clamp Associated Factor; also known as KIAA0101 or PAF) was identified as a proliferating cell nuclear antigen (PCNA)-interacting protein modulating DNA repair and replication^14,15^. PCLAF also hyperactivates WNT/β-catenin signaling independently of PCNA in colorectal cancer^16^, promotes pancreatic tumorigenesis^17^, induces cell plasticity of breast cancer^18^, facilitates stem cell activation and proliferation for intestinal regeneration^19^, and accelerates lung tumorigenesis via the DREAM complex^20^.

The dimerization partner, retinoblastoma (RB)-like, E2F, and multi-vulval class B (DREAM) complex is an evolutionarily conserved multiprotein complex that orchestrates cell quiescence and the cell cycle^21–24^. Dissociation of the multi-vulval class B (MuvB) core complex with RBL2 (retinoblastoma-like protein 2/p130), E2F4, and DP1 (E2F dimerization partner 1) drives the MuvB complex to bind to BYMB and FOXM1, transactivating cell cycle-related DREAM target genes and leading to cell quiescence exit and cell proliferation^25^. PCLAF directly binds to and remodels the DREAM complex to bypass cell quiescence and promote cell proliferation^20^. Given the roles of the PCLAF in modulating cell proliferation, cell plasticity, or stemness in various pathophysiological conditions^16–20^, we interrogated the roles of the PCLAF-DREAM axis in lung regeneration.

Employing comprehensive approaches, including single-cell transcriptomics, organoids, and mouse models, we herein showed that the PCLAF-DREAM-mediated alveolar cell plasticity is indispensable for lung regeneration. PCLAF depletion impaired lung regeneration and led to lung fibrosis with decreased repopulation of alveolar type I (AT1) cells. In addition, we found that the PCLAF-DREAM complex transactivates *CLIC4* to activate TGF-β signaling for AT1 cell generation from alveolar type II (AT2) cells. Furthermore, we identified a potential drug candidate mimicking the PCLAF-activated transcriptome for suppressing lung fibrosis.

## Results

### PCLAF-positive cells are elevated during lung regeneration

We first characterized PCLAF-positive cells in the lungs by analyzing the dataset of single-cell RNA-sequencing (scRNA-seq) of murine (GSE141259)^26^ and human (GSE135893)^27^ lung tissues. The mouse lungs showed that Mki67^+^ proliferating alveolar progenitor cells (PAPCs) specifically expressed *Pclaf* (Fig. 1A–C). These PAPCs barely expressed mature lung epithelial cell markers or lung stem/progenitor cell markers (Supplementary Fig. 1A, C, D, and Supplementary Data 1). The human lungs also showed specific expression of *PCLAF* in PAPCs (Fig. 1D–F, Supplementary Fig. 1B, E, F, and Supplementary Data 2). The bleomycin-induced lung injury model is widely used to study lung injury, regeneration, and fibrosis^28^. Upon the instillation of bleomycin, the number of PAPCs was elevated in the mouse lungs (Fig. 1G). The expressions of inflammatory genes, *Tnfα*, *Il6*, and *Cox2*, reached their peak at 3 days post-injury (dpi) (Fig. 1H) and the ratio of *Bax*/*Bcl2*, which reflects cell apoptosis, also reached its maximum level at 3 dpi (Fig. 1I). Bleomycin injury also led to increased *Pclaf* expression, which peaked at 7 dpi and decreased at 14 dpi in the mouse lung tissues (Fig. 1H), consistent with the immunostaining results for PCLAF (Fig. 1J). In addition, *Pclaf-lacZ* knock-in mice validated by LacZ expression in the intestinal crypt base columnar cells as previously identified^19^ (Supplementary Fig. 2A, B) displayed a similar increase in PCLAF^+^ cells in the regenerating lungs (Fig. 1K–M). Of note, PCLAF^+^ cells were also found in the immune and mesenchymal cells (Supplementary Fig. 2C–F).

**Fig. 1:**
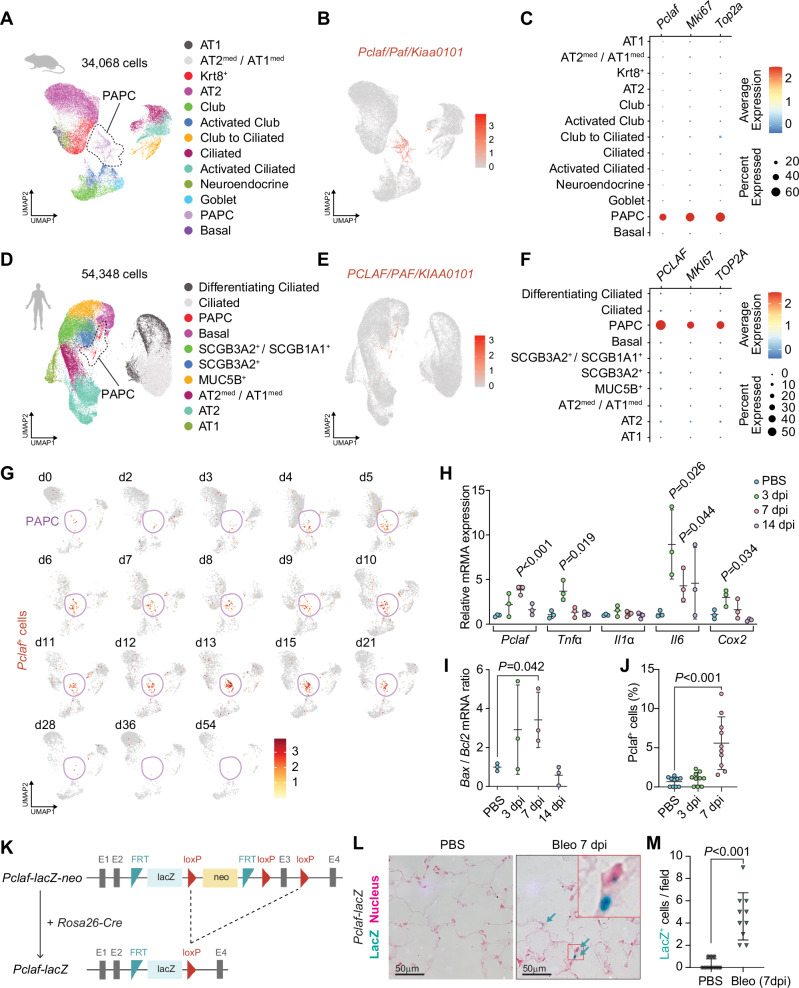
Pclaf^+^ cells are elevated during lung regeneration. **A**–**C** A public scRNA-seq dataset (GSE141259) was generated by subjecting sorted cells from the mouse lung epithelial compartment at 18 different time points after bleomycin instillation. Uniform manifold approximation and projection (UMAP)-embedding displays cells colored by cell type identity (**A**). Feature plot of *Pclaf* expression (**B**). Dot plots showing *Pclaf*, *Mki67*, and *Top2a* gene expression in each cell type (**C**). **D**–**F** A public scRNA-seq dataset (GSE135893) was generated from the human lung cells of 20 pulmonary fibrotic diseases and 10 control lungs. UMAP embedding displays cells colored by cell type identity (**D**). Feature plot of expression of *PCLAF* (**E**). Dot plots for *PCLAF*, *MKI67*, and *TOP2A* gene expression in each cell type (**F**). **G** Feature plots of *Pclaf* expression in mouse lung at the indicated time points using data shown in (**A**). **H**–**J** Mouse lungs (*n* = 3) were collected after bleomycin (1.4 U/kg) had been added to the trachea at the indicated time points. RT-qPCR analysis of the *Pclaf*, *Tnfα*, *Il1α*, *Il6*, and *Cox2* mRNA level (**H**) and the ratio of *Bax*/*Bcl2* mRNA level (**I**). Quantification of Pclaf^+^ cells by immunostaining (**J**). **K** Scheme of establishing *Pclaf-lacZ* knock-in mice. The neo cassette was deleted by breeding *Pclaf-lacZ-neo* with Rosa26-Cre driver. **L**, **M** Representative images of X-gal staining. *Pclaf-lacZ* mice were instilled with bleomycin (1.4 U/kg; *n* = 10; Bleo) or PBS (0 dpi; *n* = 10). At 7 dpi, lungs were collected and stained for X-gal (5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside; blue) and nuclear fast red (pink) (**L**). Quantification of lacZ^+^ cells (**M**). Two-sided Student’s *t*-test; error bars: mean +/− standard deviation (SD). Represented data are shown (*n* ≥ 3). Source data are provided as a Source Data file. Graphic icons were created with BioRender.com.

### Pclaf is indispensable for lung regeneration

Next, to determine the role of PCLAF in lung regeneration, we tested several concentrations of bleomycin (1.4, 2.8, and 7 U/kg) in the lung and monitored blood oxygen levels (peripheral oxygen saturation [SpO_2_]). Mice with a lower concentration of bleomycin (1.4 U/kg) displayed a restoration of SpO_2_ levels at 14 dpi, whereas those with 2.8 U/kg and 7 U/kg exhibited a decrease in SpO_2_ levels until 14 dpi (Supplementary Fig. 3A). Thus, we administered a low dose of bleomycin (1.4 U/kg) to *Pclaf* wild-type (WT) and knock-out (KO) mice to examine lung regeneration (Fig. 2A). Bleomycin initially damages the alveolar epithelium, including AT1 and AT2 cells, followed by interstitial fibrosis^8,28,29^. At the early stage of bleomycin administration, both *Pclaf* WT and KO mice exhibited a gradual decrease in blood oxygen levels and breath rate per minute until 5 dpi (Fig. 2B). Interestingly, *Pclaf* KO mice showed the attenuated and delayed restoration of SpO_2_ saturation and breath rate per minute at 9 dpi and decreased O_2_ saturation at 21 dpi (Fig. 2B). We initially hypothesized that PCLAF is involved in activating lung progenitor cells based on our previous finding that PCLAF drives cell quiescence exit^20^. Unexpectedly, *Pclaf* KO lung showed increased proliferating epithelial cells at the regeneration stage (7 dpi, Supplementary Fig. 3B, C). Cell apoptosis was not altered by *Pclaf* KO at the acutely damaged stage (3 dpi, Supplementary Fig. 3D, E). At 3 dpi, both *Pclaf* WT and KO mice showed a severely reduced ratio of RAGE / CDH1 area (AT1) and number of SPC^+^ (AT2) cells (Fig. 2C–F, and Supplementary Fig. 3F, G). However, consistent with the results of pulmonary functional analysis, *Pclaf* KO showed decreased AT1 cells at the regeneration stage (7 dpi) and chronic fibrosis stage (21 dpi) (Fig. 2C–F, and Supplementary Fig. 3F, G). Intriguingly, the number of AT2 cells was elevated in *Pclaf* KO mice upon bleomycin (Fig. 2C–F and Supplementary Fig. 3F, G). Unlike WT lung tissues, *Pclaf* KO lungs exhibited more inflamed and condensed tissue (Fig. 2G), with severe fibrotic features confirmed by picrosirius red (a dye staining collagen), αSMA/ACTA2 (a marker for myofibroblasts) staining, and hydroxyproline assay (a quantification of collagen from lung lysates) (Fig. 2G–L). These results suggest that *Pclaf* is indispensable for bleomycin-induced lung regeneration.

**Fig. 2:**
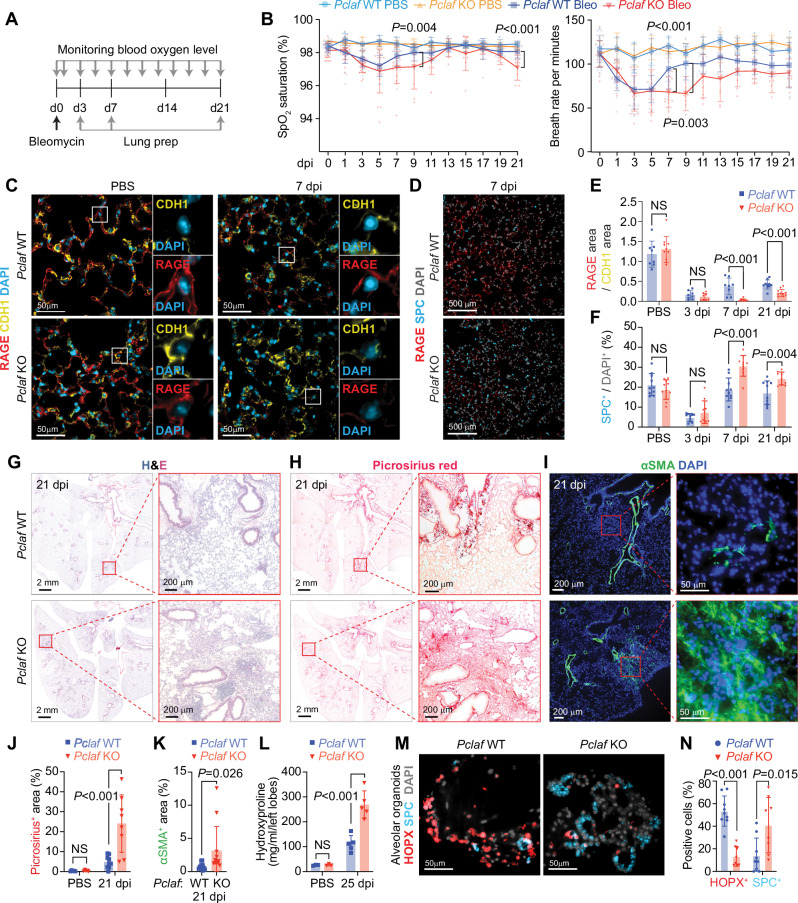
*Pclaf* KO impairs lung regeneration. **A** Experimental scheme for the bleomycin-induced lung injury model. *Pclaf* WT and KO mice were treated with PBS (*n* = 5 for *Pclaf* WT, *n* = 5 for *Pclaf* KO) or bleomycin (1.4 U/kg; *n* = 25 for *Pclaf* WT, *n* = 24 for *Pclaf* KO; Bleo) by intratracheal instillation. The blood oxygen level (SpO_2_) and breath rate were measured by pulse-oximetry at the indicated time points. At 3 days after injury (dpi, *n* = 7 for each group with bleomycin), 7 dpi (*n* = 8 for each group with bleomycin), and 21 dpi (*n* = 10 for *Pclaf* WT, *n* = 8 for *Pclaf* KO with bleomycin, *n* = 5 for each group with PBS (21 dpi)), the lungs were collected for further analysis. **B** The dynamics of SpO_2_ levels (*left* panel) and breath rate per minute (*right* panel) were measured at the indicated time points. *Pclaf* WT and KO with PBS (*n* = 5); *Pclaf* WT with bleomycin until 3 dpi (*n* = 25); 5 dpi and 7 dpi (*n* = 18), after 9 dpi (*n* = 10); *Pclaf* KO with bleomycin until 3 dpi (*n* = 24); 5 dpi and 7 dpi (*n* = 17), 9–15 dpi (*n* = 9), after 17 dpi (*n* = 8). **C** Representative immunostaining images for RAGE (AT1) and CDH1 (Epithelial cell) in PBS-instilled lung and 7 dpi of bleomycin-instilled lung. **D** Representative images of immunostaining for RAGE and SPC (AT2 cells) at 7 dpi. **E** Quantification of RAGE^+^ area/CDH1^+^ area. *Pclaf* WT with PBS (*n* = 8), 3 dpi (*n* = 8), 7 dpi (*n* = 8), and 21 dpi (*n* = 10); *Pclaf* KO with PBS (*n* = 10), 3 dpi (*n* = 8), 7 dpi (*n* = 9), and 21 dpi (*n* = 10). **F** Quantification of SPC^+^ cells. *n* = 10 for each strain at indicated time point. **G** Representative images of hematoxylin and eosin (H&E) staining at 21 dpi. **H** Representative images of picrosirius staining (collagen fiber) at 21 dpi. **I** Representative images of immune-staining for alpha-smooth muscle actin (αSMA/Acta2; smooth muscle cell) at 21 dpi. **J** Quantification graphs of the picrosirius^+^ area. *Pclaf* WT or *Pclaf* KO with PBS (*n* = 5) or bleomycin at 21 dpi (*n* = 10). **K** Quantification graphs of the αSMA^+^ area. *n* = 12 for each strain. **L** Quantification of hydroxyproline contents in the left lobe of bleomycin (*n* = 5) or PBS-instilled (*n* = 3) lung at 25 dpi. **M**, **N** The lung epithelial cells were isolated from bleomycin-treated lungs of *Pclaf* WT or *Pclaf* KO mice at 7 dpi by MACS. The lung epithelial cells (TER119^-^/CD31^-^/CD45^-^/EPCAM^+^) were cultured with lung endothelial cells (CD31^+^) at a liquid-air interface to generate LOs. Representative Images of alveolar type organoids fluorescently immunostained for HOPX (AT1) and SPC (**M**). Quantification graph of HOPX^+^ and SPC^+^ cells. *Pclaf* WT (*n* = 9) or *Pclaf* KO (*n* = 8) (**N**). Two-sided Student’s *t*-test; error bars: mean +/− SD. Represented images are shown (*n* ≥ 3). Source data are provided as a Source data file.

AT2 cells replenish AT1 cells during lung regeneration^30^. Having observed that *Pclaf* KO impaired lung regeneration with the aberrantly increased AT2 cells, we next determined the impact of *Pclaf* KO on cell plasticity between AT2 and AT1 cells by using lung organoids (LOs). We evaluated the lung organoid-forming efficiency (OFE) and cellular heterogeneity generation using well-established LO culture methods, co-culture systems of lung epithelial cells with lung endothelial cells (LuECs) in the 3D organoid air-liquid interface (Supplementary Fig. 4A)^31^. LOs with LuECs developed into both alveolar and bronchiolar types of organoids. (Supplementary Fig. 4B, C). We isolated and cultured lung epithelial cells (EPCAM^+^/TER119^-^/CD31^-^/CD45^-^) from *Pclaf* WT or KO mice at 7 dpi (bleomycin) with LuECs (Supplementary Fig. 4D). Notably, OFE was reduced in *Pclaf* KO cells compared to in *Pclaf* WT cells (Supplementary Fig. 5A, B). In addition, *Pclaf* KO LOs showed fewer alveolar (~15%) and bronchioalveolar types (~40%), whereas *Pclaf* WT LOs displayed alveolar (~33%) and bronchioalveolar types (~51%) (Supplementary Fig. 5C–E). The bronchiolar type of LOs was increased by *Pclaf* KO (~39%) compared to WT (~15%) (Supplementary Fig. 5C–E). Moreover, *Pclaf* KO alveolar-type LOs displayed fewer AT1 cells (Fig. 2M, N) and increased proliferating cells (Supplementary Fig. 5F, G), consistent with in vivo results. These data suggest that *Pclaf* is required for the plasticity of AT1 and AT2 cell lineages rather than cell proliferation during lung regeneration.

### *Pclaf* KO suppresses AT2 cell lineage plasticity

To further explore the cellular mechanism of PCLAF-controlled lung regeneration, we leveraged single-cell transcriptomics. 

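Single-cell RNA sequencing with 10x Genomics droplets was carried out on lung cells of *Pclaf* WT and *Pclaf* KO mice 7 days after bleomycin, with 1 library per genotype. The dose of bleomycin is 1.4 U/kg in Fig. 2A, 1.25 U/kg in the methods and 1.35 U/kg in the description deposited with the data. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger on GRCm38 and not normalized. The *Pclaf* WT library held 30669 barcodes with 98171818 UMIs, and the *Pclaf* KO library held 17172 barcodes with 111267567 UMIs, over 31053 annotated genes. Cells with more than 200 and fewer than 5000 detected genes and a mitochondrial share under 20% were kept, which left 30187 WT cells (98.4% of barcodes) and 15637 KO cells (91.1%). A kept WT cell had a median of 2127 UMIs and 1162 genes, and a kept KO cell 5957 UMIs and 2132 genes. Reading the limits of 200 and 5000 as UMIs, in place of genes, moved the number of kept KO cells most, to 6299. *Xist* was at 254 CPM (counts per 1000000 UMIs) in the kept WT cells and at 498 CPM in the kept KO cells. With 1 library per genotype there is no replicate, so no test between genotypes was run. Values are given for both libraries with 95% intervals, exact binomial for shares of cells and exact Poisson for summed UMIs, which cover counting error only.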

We isolated pulmonary epithelial cells from *Pclaf* WT or KO lung tissues at 7 dpi (bleomycin) and performed scRNA-seq (Supplementary Fig. 6A). 

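Both libraries were clustered together in Seurat with 10 principal components, 20 nearest neighbors and a resolution of 0.8, from all WT cells and a random 1 in 6 of the KO cells. Every other KO cell took the cluster of its nearest clustered cells. The 8 genes named in the claims (*Pclaf*, *Mki67*, *Top2a*, *Clic4*, *Cd44*, *Ccnd1*, *Bmp4* and *Myc*) were left out of the 2000 variable genes. Clusters of immune, endothelial, mesenchymal and mesothelial cells were removed, and epithelial clusters were named from marker genes fixed before the data were examined. Later rounds also removed cells that the first round had placed in epithelial kinds. In WT these were 437 Krt8+, 255 AT2, 87 ciliated and 43 club cells, and in KO 129, 334, 21 and 25. The Krt8+-like cells kept were 348 in WT and 1545 in KO, so WT shares depend more on this step. Epithelial clusters held 1420 WT cells, or 4.70% of the kept cells (4.47 to 4.95), and 11037 KO cells, or 70.6% (69.9 to 71.3). In the WT library, 45.3% of kept cells fell in immune and 31.8% in endothelial clusters, against 3.85% and 3.08% in the KO library. Mesenchymal clusters went the other way, with 15.2% of kept cells in WT and 18.2% in KO. Whether the 2 sorts recovered each epithelial class alike was not tested, so the shares below may differ for that reason too. AT2-like cells made up 34.9% of WT and 55.5% of KO epithelial cells, a difference of 20.6 percentage points (17.9 to 23.3). The difference for AT1-like cells was -7.39 points (-9.12 to -5.82), from 10.3% in WT to 2.89% in KO. Its size depended on the processing. It was below 0 in each of 13 alternatives, from -20.4 to -1.06 points, and 11 of them moved it beyond the counting error. With at least 500 genes per cell, AT1-like cells made up 2.66% in WT (32 cells) and 1.60% in KO. Krt8+-like cells made up 24.5% in WT and 14.0% in KO (-10.5 points, -12.9 to -8.19). PAPC-like cells, a cluster led by cell cycle genes, made up 2.04% in WT (29 cells) and 2.02% in KO (223 cells), and the difference of -0.022 points (-0.94 to 0.70) was not detectable at this depth. It was above 0 in 10 of 12 alternatives and below 0 in 2, from -0.44 to 1.16 points. In 2 of the 12 it moved beyond the counting error. Among the alternatives, reading the limits on genes as UMIs moved the AT2-like difference most, to 4.27 points. No cluster was named AT2 med/AT1 med in any of 13 clusterings. The markers for this name were AT1 and AT2 markers together, so cells with intermediate levels of both could miss it. A cluster matched the markers of these cells best with at least 500 genes per cell (73 WT and 529 KO cells) and without an upper limit on genes (89 WT and 848 KO cells), but with fewer than 3 detected markers.

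**Figure D1:**
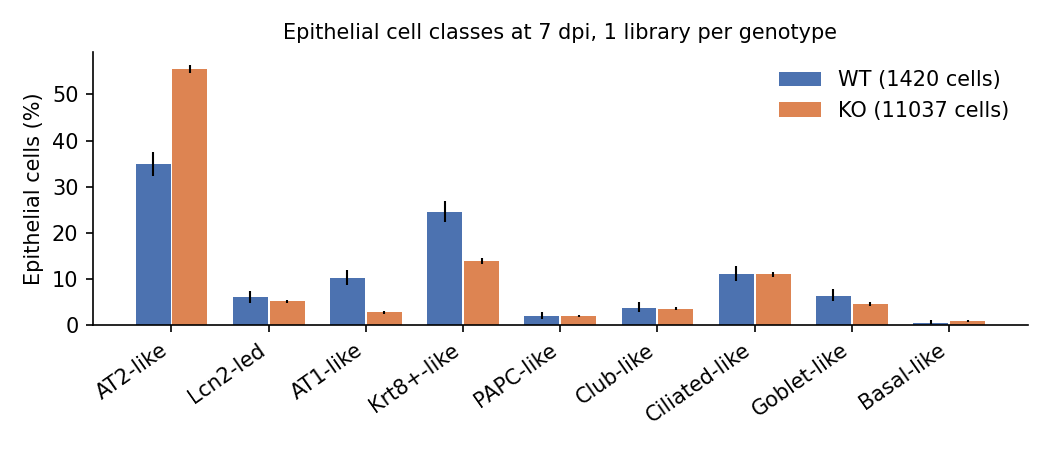
Share of each epithelial cell class (%) in the *Pclaf* WT (1420 cells) and *Pclaf* KO (11037 cells) library at 7 dpi. Bars give 1 library each and error bars the exact binomial 95% interval. The AT2-like share is 34.9% in WT and 55.5% in KO, and the AT1-like share 10.3% and 2.89%. With at least 500 genes per cell, the AT1-like share is 2.66% in WT and 1.60% in KO.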

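The gene that was knocked out, *Pclaf* (ENSMUSG00000040204), had 52 UMIs in WT epithelial cells (7.93 CPM) and 375 in KO epithelial cells (4.74 CPM), a log2 ratio of KO over WT of -0.74 (-1.16 to -0.29). Over all kept cells, where the 2 libraries differ in their cell types, the log2 ratio was -2.92. In PAPC-like cells, *Pclaf* was at 183 CPM in WT (28 UMIs) and 131 CPM in KO (262 UMIs), and the log2 ratio of -0.49 (-1.05 to 0.13) was not detectable at this depth. In AT2-like cells, it was -2.28 (-3.27 to -1.17), from 11 WT and 40 KO UMIs. Counts of UMIs do not show whether those in KO cells came from the whole transcript or from a part of it.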

Cells were clustered and annotated based on the established cell markers (Fig. 3A, B, Supplementary Figs. 6B, 7, and Supplementary Data 3). The AT2 cells were refined into two subsets, ‘AT2 cells’ expressing the high level of *Slc34a2* and ‘activated AT2 cells’ specifically expressing *Lcn2*^26,32^ (Fig. 3B and Supplementary Fig. 7D, E). 

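In AT2-like cells, *Slc34a2* (ENSMUSG00000029188) was at 4987 CPM in WT and 4537 CPM in KO, and *Lcn2* (ENSMUSG00000026822) at 1886 CPM and 1622 CPM. A separate cluster of 87 WT and 573 KO cells was led by *Lcn2*, at 3574 CPM in WT and 5509 CPM in KO, with *Slc34a2* at 1866 CPM and 1032 CPM. Its markers matched activated AT2 cells best, but 2 of its 10 leading genes were AT2 markers and 1 an activated AT2 marker, so it was left without a name and is called the Lcn2-led cluster. At least 1 *Lcn2* UMI was found in 84.5% of WT AT2-like cells (median 4953 UMIs) and in 72.4% of WT cells of the Lcn2-led cluster (median 1046 UMIs). With every cell thinned to 1000 UMIs, this order reversed, to 58.7% (54.2 to 63.1) and 77.1% (62.7 to 88.0). In ciliated-like cells, which should lack *Lcn2*, the share was 4.43% in WT (median 5118 UMIs) and 18.4% in KO (median 7196 UMIs). The cluster made up 6.13% of WT and 5.19% of KO epithelial cells, a difference of -0.94 percentage points (-2.37 to 0.33). In this cluster, 6 RNAs kept in the nucleus were together at 131 CPM in WT and 59.3 CPM in KO, against 1565 CPM and 1460 CPM in AT2-like cells.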

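The distances between the centers of alveolar cell classes were measured in the 10 principal components of each library and joined by a minimum spanning tree, the first step of Slingshot. Spliced and unspliced counts were not analysed here, so RNA velocity was not computed, and a tree gives no direction. In the *Pclaf* WT library, the tree joined AT2-like cells to the Lcn2-led cluster and to PAPC-like cells, the Lcn2-led cluster to Krt8+-like cells, and Krt8+-like cells to AT1-like cells. Across the 12 clusterings that gave all of these classes, the link between Krt8+-like and AT1-like cells was found in 12, that between AT2-like cells and the Lcn2-led cluster in 12, that between AT2-like and PAPC-like cells in 10 and that between the Lcn2-led cluster and Krt8+-like cells in 8. The clustering of cells thinned to 1000 UMIs, 1 of the 12, was added to this count after the data were seen.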

In line with previous studies^26,30,32^, a cell lineage trajectory inference using Slingshot^33^ and RNA velocity^34^ predicted the cellular trajectory from AT2 cells into AT1 cells in *Pclaf* WT (Fig. 3C–E and Supplementary Fig. 8). Activated AT2 cells serve as root cells that differentiate into AT1 cells through two different paths, via the intermediated cells, AT1^med^/AT2^med^ cells or PAPCs and Krt8^+^ cells. Additional cell lineage trajectories from activated AT2 cells to AT2 cells through PAPCs were observed (Fig. 3C–E), implying self-regeneration of AT2 cells during bleomycin-induced lung regeneration. 

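The 20 nearest cells of other alveolar classes were found for each PAPC-like cell in its own library. In *Pclaf* WT, 55.9% of these neighbors were AT2-like, while AT2-like cells made up 46.1% of the other alveolar cells. Krt8+-like cells gave 27.6% of the neighbors and 32.3% of the other cells, AT1-like cells gave 0.17% and 13.6%, and the Lcn2-led cluster gave 16.4% and 8.08%. In *Pclaf* KO, AT2-like cells gave 77.5% of the neighbors and 71.6% of the other cells, Krt8+-like cells gave 10.8% and 18.0%, and the Lcn2-led cluster gave 11.7% and 6.69%. Clustering without an upper limit on genes moved the KO values most for AT2-like cells, to 54.4%, and leaving out doublets for Krt8+-like cells, to 23.4%. Without that limit, AT2-like cells made up 61.8% of all alveolar KO cells, so their excess among the neighbors reversed. Without doublets, Krt8+-like cells made up 17.5% of these cells, so their deficit reversed too. Of 12 alternatives, 6 moved the AT2-like KO value beyond the counting error, each to below the AT2-like share of alveolar cells. The other 6 stayed within it. In WT, the AT2-like value ranged from 41.3% to 57.8% and the Krt8+-like value from 7.14% to 44.7%. Neighbors overlap between cells and hold no direction.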

Intriguingly, unlike *Pclaf* WT, *Pclaf* KO lung showed a favored trajectory of PAPCs into AT2 cells (Fig. 3C–E). In addition, in *Pclaf* KO lungs, Krt8^+^ cells and AT1^med^/AT2^med^ cells showed lineage trajectories into activated AT2 and AT2 cells, respectively, rather than toward AT1 cells (Fig. 3C–E). 

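In the *Pclaf* KO library, the spanning tree joined AT2-like cells to the Lcn2-led cluster, to PAPC-like cells and to Krt8+-like cells, and Krt8+-like cells to AT1-like cells. The link between AT2-like and Krt8+-like cells was found in 8 of 12 clusterings in KO and in 2 of 12 in WT. That between Krt8+-like and AT1-like cells was found in 12 of 12 in KO. The different links of Krt8+-like cells in the main trees rested on small gaps. In WT, their center lay 13.1 from the Lcn2-led cluster and 13.5 from AT2-like cells. In KO, the distances were 14.8 and 14.3. Of the 20 nearest cells of each Krt8+-like cell, 28.1% were AT1-like in KO, where AT1-like cells made up 4.40% of the other alveolar cells, and 39.3% in WT, where they made up 19.3%. From the trajectories in WT and KO lungs, its stainings, AT2 cell lineage tracing and CytoTRACE, the paper proposes that PCLAF acts in the lineage plasticity by which AT2 cells regenerate AT1 cells.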

Consistently, immunostaining of *Pclaf* KO lung tissues showed decreased AT1 cells and increased AT2 cells (Fig. 3F), consistent with in silico results. In *Pclaf* KO lung, KRT8^+^ cells (intermediate cells) were increased, while activated AT2 cells (LCN2^+^) were not changed, compared to WT (Fig. 3F and Supplementary Fig. 7F). 

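*Sftpc* (ENSMUSG00000022097), which encodes SPC, was at 80777 CPM in WT PAPC-like cells (79359 to 82214) and at 108111 CPM in KO PAPC-like cells (107656 to 108567). AT2-like cells held 137196 CPM in WT and 161609 CPM in KO, and ciliated-like cells, which should lack it, 2488 CPM in WT and 11908 CPM in KO. The log2 ratio of PAPC-like over ciliated-like cells was 5.02 in WT and 3.18 in KO, and leaving out doublets moved the KO value most, to 4.38. With every cell thinned to 1000 UMIs, *Sftpc* was detected in 88.5% of WT PAPC-like cells (69.8 to 97.6) against 11.3% of ciliated-like cells (6.58 to 17.7). In KO, it was detected in 95.9% of PAPC-like cells (92.4 to 98.1) against 71.5% of ciliated-like cells (68.8 to 74.0). The source of this background was not tested.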

Of note is that PAPCs were highly enriched with SPC, a representative marker for AT2 cells (Supplementary Fig. 9), implying that most PAPCs are likely derived from AT2 cells.

**Fig. 3:**
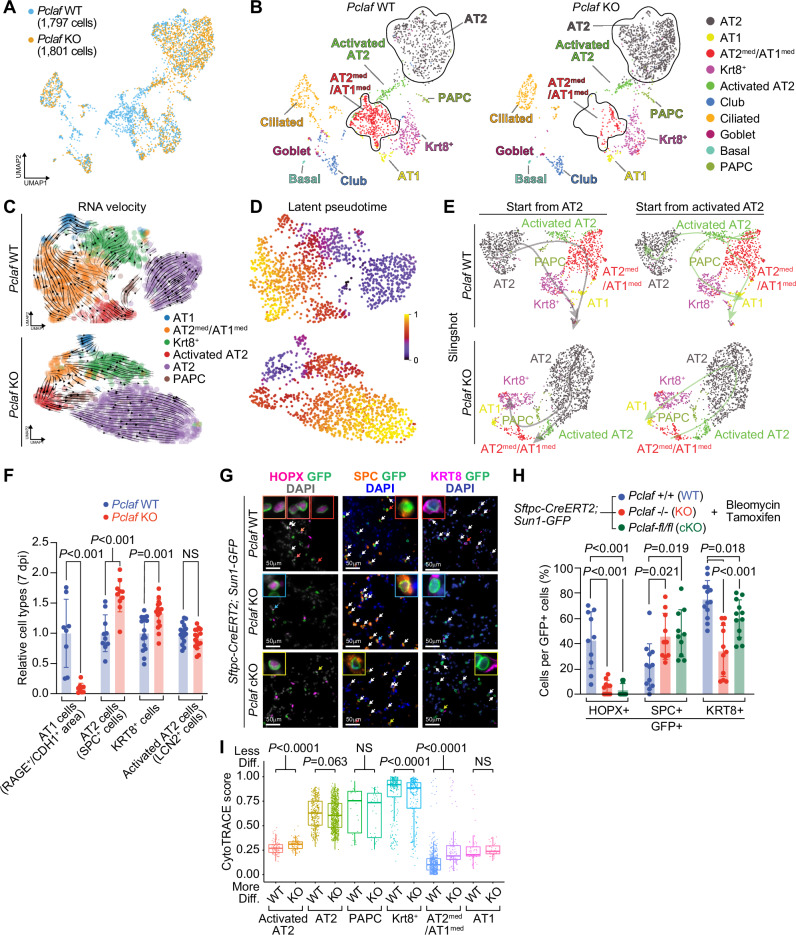
*Pclaf* KO suppresses AT2 cell lineage plasticity. **A** Integrated UMAP displaying each cell cluster of pulmonary epithelial cells isolated from *Pclaf* WT and KO mice. **B** UMAPs (split by *Pclaf* WT and KO) displaying each cell cluster, colored by cell types. **C**–**E** Alveolar cell clusters (AT1, AT2^med^/AT1^med^, Krt8^+^, Activated AT2, AT2, and PAPCs) were introduced for RNA velocity analysis. RNA velocity analyses (**C**), latent pseudotime analysis (**D**), and Slingshot analysis (**E**) of *Pclaf* WT or KO based on scRNA-seq are depicted. **F** Quantification of cells derived from AT2 cells immunostaining for RAGE^+^ area/CDH1^+^ area (AT1; *n* = 8 for *Pclaf* WT and *n* = 9 for *Pclaf* KO), SPC^+^ cells (AT2; *n* = 10), KRT8^+^ cells (Krt8^+^; *n* = 16), and LCN2^+^ cells (Activated AT2; *n* = 16) from the lung tissues (7 dpi). Two-sided Student’s *t*-test; error bars: mean +/− SD. **G**, **H** Quantification of cells derived from AT2 cells using AT2 cell lineage-tracing animal model. The lung tissues of *Sftpc-CreERT2*; *Sun1-GFP* lineage-tracing mice combined with *Pclaf* WT (*n* = 5), *Pclaf* KO (*n* = 3), or *Pclaf* cKO (Pclaf-fl/fl; *n* = 3) (14 dpi with tamoxifen for five days) were analyzed by immunostaining (**G**) and quantification (**H**). Each cell type was detected by co-immunostaining with an anti-GFP antibody and calculated by their cell numbers per GFP+ cells. HOPX+ (*n* = 10); SPC+ for *Pclaf* WT (*n* = 12), *Pclaf* KO (*n* = 10), or *Pclaf* cKO (*n* = 10); KRT8+ for *Pclaf* WT (*n* = 13), *Pclaf* KO (*n* = 11), or *Pclaf* cKO (*n* = 12). Sun1-GFP is localized in the inner nuclear membrane. Two-sided Student’s *t*-test; error bars: mean +/− SD. **I** Boxplots of predicted cluster-differentiation based on the CytoTRACE analysis using scRNA-seq data shown in (**B**). The edges of the box plot represent the first and third quartiles, the center line represents the median, and the whiskers extend to the smallest and largest data points within 1.5 interquartile ranges from the edges. Statistical significance is determined using an unpaired Wilcox test. Source data are provided as a Source data file.

For experimental validation of the predicted cell lineage trajectories, we also performed a cell lineage tracing analysis using genetically engineered mice. We first established *Pclaf-fl (floxed)/fl* mice for conditional KO (cKO) of *Pclaf* alleles (Supplementary Fig. 10A, B). AT2 cell-specific Cre driver (*Sftpc*^*CreERT2*^ [*Sftpc-CreERT2*]) and Cre-loxP recombination reporter (*Rosa26*^*Sun1GFP*^ [*Sun1-GFP*]) were combined with either *Pclaf*-/- (germline KO) or *Pclaf-fl/fl* (for conditional KO [cKO]) strains. Then, bleomycin was instilled into the lung, followed by tamoxifen administration for genetic labeling and lineage tracing of cells derived from AT2 cells (Sftpc-Cre-driven GFP+ cells). Consistent with cell lineage trajectory inference and immunostaining results (Fig. 3C–F, Supplementary Fig. 8), AT1 cells (HOPX and GFP double-positive) derived from AT2 cells were significantly reduced and AT2 cells (SPC and GFP double-positive) were elevated in both *Pclaf* KO and cKO lung tissues compared to *Pclaf* WT (Fig. 3G, H). In addition, KRT8 and GFP double-positive cells were reduced in both *Pclaf* KO and cKO lung (Fig. 3G, H). 

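The number of genes detected per cell, on which CytoTRACE ranks cells, was counted after each cell was thinned to 1000 UMIs. CytoTRACE itself was not run. In the Lcn2-led cluster, the median was 441.5 genes in WT (48 cells, with 39 shallower cells left out) and 352 genes in KO (501 cells, with 72 left out), a difference of -89.5 genes (-109 to -48.8). Without thinning, it was 426 genes at a median of 1046 UMIs in WT and 610 genes at a median of 2274 UMIs in KO, which reversed the difference to 184 genes. *Sftpc* was at 159445 CPM in WT and 255028 CPM in KO in this cluster, which leaves fewer of 1000 UMIs for other genes in KO. AT2-like cells had 560 genes in WT and 516 in KO at 1000 UMIs, PAPC-like cells 607 and 570, Krt8+-like cells 662 and 637, and AT1-like cells 657 and 666.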

In line with these results, the CytoTRACE analysis^35^ showed a relatively less differentiated cell status in activated AT2 cells of *Pclaf* KO lungs than of WT lungs, indicating the impaired maturation of these cells into AT1 cells in the condition of *Pclaf* ablation (Fig. 3I). These results suggest that PCLAF plays a pivotal role in alveolar cell lineage plasticity that induces AT1 cell regeneration from AT2 cells during lung regeneration.

### PCLAF-DREAM axis is required for AT1 cell differentiation

Next, we elucidated the underlying mechanism of PCLAF-controlled AT2 cell plasticity. PCLAF remodels the repressive DREAM complex to activate the target gene transcription^20^. Consistent with the specific expression of *PCLAF/Pclaf* in PAPCs, the expression of DREAM target genes was exclusively enriched in the PAPCs of human and mouse lung tissues (Fig. 4A, B, and Supplementary Fig. 11A). 

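DREAM target genes were compared in PAPC-like cells by the log2 ratio of CPM, KO over WT, from UMIs summed over the cells of each library. The class held 152977 UMIs in WT and 2005981 in KO. Of the 968 listed symbols, 871 matched a mouse gene and 839 had at least 10 UMIs over both libraries. Their median log2 ratio was 0.0059 (-0.05 to 0.07 from redrawn counts), and 412 of the 839 genes were lower in KO. Random lists of matched expression gave medians from -0.16 to -0.06, and the DREAM list was at percentile 100 of 10000 such lists. The class was itself named by cell cycle genes, and the paper describes most DREAM target genes as related to the cell cycle. Cells that had lost their expression could fall outside the class and would not be seen here. With the 38 genes that had no WT UMI set at a floor of 3 counts, the median was -0.044. DREAM target genes held 6.09% of UMIs in WT and 6.08% in KO. The mean module score was 0.098 (SD 0.063, 29 cells) in WT and 0.113 (SD 0.081, 223 cells) in KO. At 1000 UMIs per cell, it was 0.058 (SD 0.043) in WT and 0.053 (SD 0.045) in KO. TMM scaling, which raises every log2 ratio in this class by 0.21, moved the median most, to 0.22. The lowest median was -0.14, with the drawn KO cells alone, and 12 of 18 alternatives gave a median below 0. In epithelial cells with at least 3 PAPC markers, the list was at percentile 41.5 of matched lists. In the other classes, the list's median ranged from -0.50 in the Lcn2-led cluster (percentile 21.4) to 0.10 in basal-like cells (percentile 28.1). It was at percentile 2.11 in Krt8+-like cells (-0.11), 4.99 in goblet-like cells (-0.15) and 98.8 in AT2-like cells (-0.099).

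**Figure D2:**
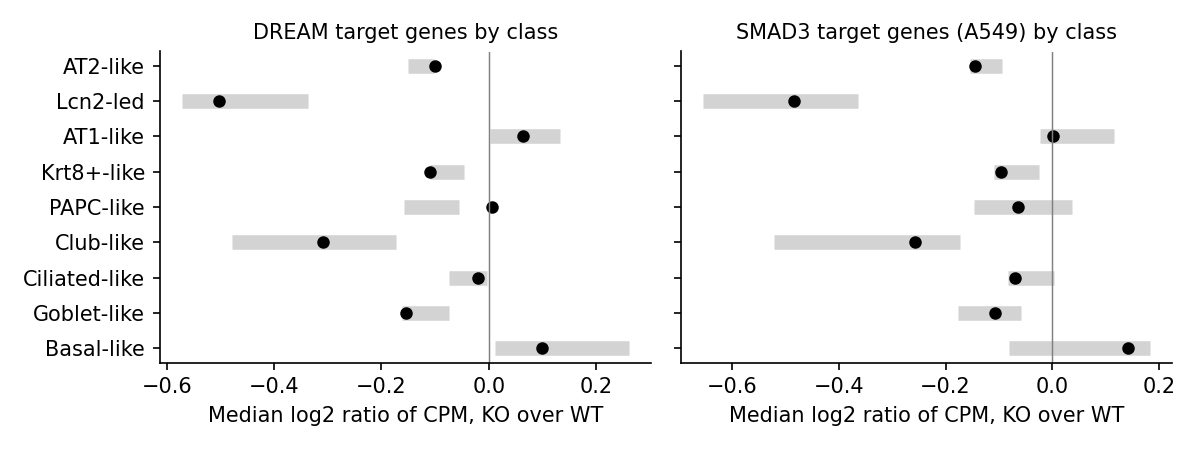
Median log2 ratio of CPM (KO over WT) of DREAM target genes and of SMAD3 target genes from A549 cells in each epithelial class, 1 library per genotype. Points give the list and grey bars the middle 95% of 10000 random lists of matched expression. The DREAM list sits at 0.0059 in PAPC-like cells, above its grey bar.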

The gene set enrichment analysis (GSEA) showed enrichment of DREAM target genes in *Pclaf* WT lung tissue (vs. KO lung, Fig. 4C and Supplementary Fig. 11B) confirmed by the module score of DREAM target genes (Fig. 4D), implying that the DREAM complex might be functionally associated with PCLAF-controlled AT2 cell plasticity. To test this, we pharmacologically and genetically manipulated the DREAM complex in the LOs isolated from the mice treated with bleomycin. First, we used harmine, an inhibitor of DYRK1A that suppresses the DREAM complex^36,37^. DYRK1A-phosphorylated serine residue (Ser28) of LIN52, a core subunit of the DREAM/MuvB complex, is essential for recruiting RBL2/p130, E2F4, and DP1 to the MuvB core complex to form a repressive DREAM complex, which subsequently suppresses gene transactivation. Thus, harmine-inhibited DYRK1A constitutively activates DREAM target gene expression. Harmine treatment rescued OFE inhibited by *Pclaf* KO (Fig. 4E–G). Harmine also restored the lung regeneration impaired by *Pclaf* KO, with increased AT1 and decreased AT2 cells (Fig. 4H–J). Moreover, the ectopic expression of the Lin52-S28A mutant, which is no longer phosphorylated by DYRK1A and consequently activates the DREAM target gene expression, rescued the *Pclaf* KO phenotype by AT1 cell repopulation, restored the number of AT2 cells, and increased OFE (Fig. 4K–N, Supplementary Fig. 12). WNT signaling maintains AT2 cell stemness^38^. 

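In PAPC-like cells, *Cd44* (ENSMUSG00000005087) was at 176 CPM in WT (27 UMIs) and 166 CPM in KO (332 UMIs), a log2 ratio of KO over WT of -0.093 (-0.66 to 0.53). *Ccnd1* (ENSMUSG00000070348) was at 412 CPM in WT and 424 CPM in KO (0.043, -0.33 to 0.44). *Bmp4* (ENSMUSG00000021835) was at 105 CPM in WT (16 UMIs) and 89.7 CPM in KO (-0.22, -0.96 to 0.62). None of these 3 differences was detectable at this depth. Across the alternatives, *Bmp4* moved most, from -0.65 to 0.35.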

Although PCLAF hyperactivates WNT/β-catenin in the intestine^16,19^, β-catenin target genes (*Cd44*, *Ccnd1*, and *Bmp4*) were marginally downregulated in *Pclaf* KO PAPCs. In addition, the Sox9-based progenitor gene signature, which positively regulates lung stem/progenitor cell plasticity^39^, and *Myc* transactivated by Pclaf in the intestine^19^ were not downregulated in *Pclaf* KO PAPCs (Supplementary Fig. 13). These results suggest that the PCLAF-DREAM axis–controlled transcriptome mediates alveolar cell lineage plasticity for lung regeneration.

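Of the 119 listed genes of the Sox9-based progenitor signature, 94 had at least 10 UMIs in PAPC-like cells. Their median log2 ratio of KO over WT was -0.053 (-0.21 to 0.10), at percentile 75.5 of random lists of matched expression, and 51 were lower in KO. The mean module score was 0.089 (SD 0.078) in WT and 0.105 (SD 0.065) in KO, and at 1000 UMIs per cell 0.100 (SD 0.076) and 0.079 (SD 0.065). *Myc* (ENSMUSG00000022346) had 0 UMIs in WT PAPC-like cells, which allows up to 19.6 CPM at a floor of 3 counts, and 3 UMIs in KO, so no ratio is given. The list of MYC target genes had a median of -0.16 (-0.24 to -0.08) over 118 genes, at percentile 27.5 of matched lists. TMM scaling, which adds 0.21 to every ratio of the class and leaves the place among matched lists as it is, gave 0.049. The mean module score differed by 0.011 in all UMIs, where KO cells are deeper, and was 0.361 (SD 0.175) in WT and 0.355 (SD 0.153) in KO at 1000 UMIs per cell.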

**Fig. 4:**
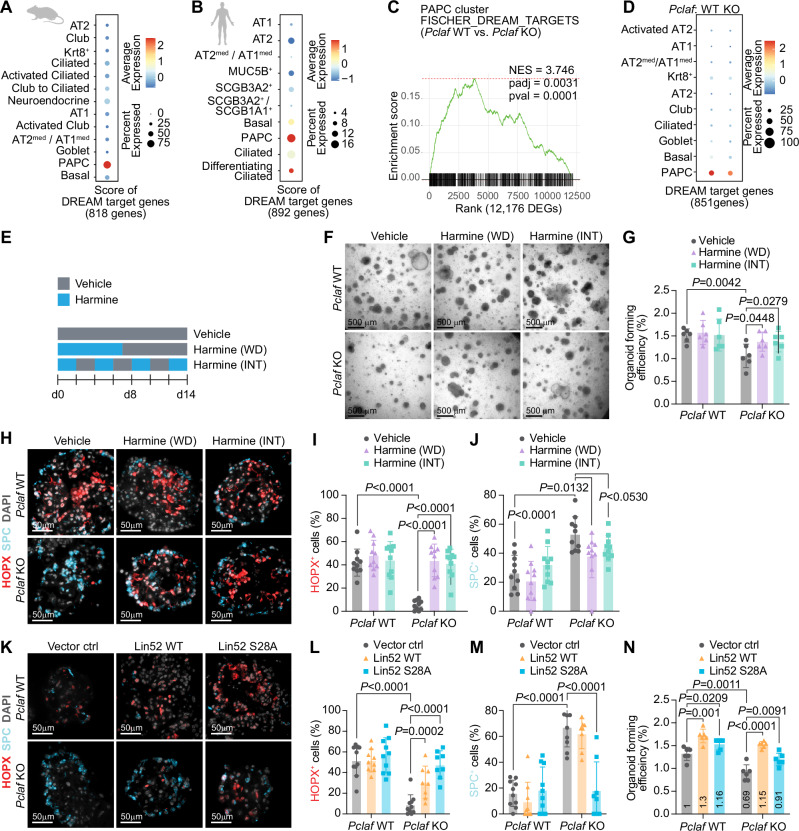
PCLAF-DREAM axis mediates AT2 cell lineage plasticity for lung regeneration. **A** Dot plots depicting transcriptional module scores of the gene sets of DREAM-target genes with the mouse scRNA-seq dataset shown in Fig. 1A. **B** Dot plots depicting transcriptional module scores of the gene sets of DREAM-target genes with the human scRNA-seq dataset shown in Fig. 1D. **C** Gene set enrichment analysis (GSEA) of *Pclaf* WT vs. *Pclaf* KO in the PAPC cluster using the dataset shown in Fig. 3. The enrichment plot presents the gene sets of DREAM-target genes. **D** Dot plots depicting transcriptional module scores of the DREAM-target gene set using the dataset shown in Fig. 3. **E** Experimental scheme for LO culture under stimuli of harmine (200 nM). Harmine was used to treat LOs for the first 7 days and withdrawn (WD). Alternatively, LOs were cultured with harmine intermittently (INT) at the indicated time points. **F** The representative bright-field z-stack images of LOs on day 12. **G** Quantification graph of lung OFE (*n* = 6). **H** Representative images of IF staining for HOPX and SPC on day 14. **I**, **J** Quantification graph of HOPX^+^ (*n* = 10) (**I**) and SPC^+^ cells (*n* = 10) (**J**). **K**–**N** Isolated lung epithelial cells were transduced with RFP, Lin52 WT, or Lin52 S28A by lentivirus and then cultured with LO. Representative images of IF staining for HOPX and SPC on day 14 (**K**). Quantification graph of HOPX^+^ (*n* = 10) (**L**) and SPC^+^ cells (*n* = 10) (**M**). Quantification graph of lung OFE (*n* = 6) (**N**). Two-sided Student’s *t*-test; error bars: mean +/− SD. Represented images and data are shown (*n* ≥ 3). Source data are provided as a Source data file. Graphic icons were created with BioRender.com.

### CLIC4-TGFβ axis is required for AT1 cell differentiation

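*Clic4* (ENSMUSG00000037242) was at 190 CPM in WT PAPC-like cells (29 UMIs, 127 to 272) and 98.7 CPM in KO PAPC-like cells (198 UMIs, 85.4 to 113), a log2 ratio of -0.94 (-1.51 to -0.33). In Krt8+-like cells, it was at 273 CPM in WT (375 UMIs) and 161 CPM in KO (1385 UMIs), a log2 ratio of -0.77 (-0.93 to -0.60). No cluster was named AT2 med/AT1 med. The ratio was also negative in AT2-like cells (-0.64, -0.78 to -0.50), in AT1-like cells (-1.62, -2.18 to -1.05), in the Lcn2-led cluster (-2.77), and in club-like (-2.74, -3.81 to -1.57), ciliated-like (-0.43, -0.68 to -0.18) and goblet-like cells (-0.22, -0.55 to 0.14), while it was 0.33 (-1.08 to 2.24) in basal-like cells, and differences between classes were not tested. Non-epithelial WT cells, which make up most of that library, held 614 CPM. The alternative that moved the value in PAPC-like cells most was the use of the drawn KO cells alone, with -1.56. *Clic4* was lower in KO in each of the 15 alternatives, in both PAPC-like and Krt8+-like cells. In 1 random thinning of PAPC-like cells to 1000 UMIs, its mean log-normalized value was 0.30 (SD 0.86) in WT and 0.22 (SD 0.69) in KO. In another thinning to that depth, it was detected in 23.1% of WT (8.97 to 43.6) and 8.14% of KO cells (4.90 to 12.6). At 500 UMIs per cell, the shares were 3.45% (0.09 to 17.8) and 4.93% (2.49 to 8.65), so its direction was not settled there.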

Among the differentially expressed genes (DEGs; *Pclaf* WT vs. KO) of the DREAM target genes, *Clic4* showed reduced expression in transitioning cells (PAPC, Krt8^+^, and AT2^med^/AT1^med^ cells (Supplementary Fig. 14A), validated by immunostaining (Fig. 5A, B). *CLIC4* has been predicted as a direct target gene of the DREAM complex^40^ and PCLAF^20^, and various DREAM components were recognized to bind the proximal promoter of *CLIC4* (Supplementary Fig. 14B). Thus, we tested whether PCLAF directly transactivates *CLIC4* by chromatin immunoprecipitation (ChIP) assay. Indeed, PCLAF bound to the proximal promoter of *CLIC4* (Fig. 5C and Supplementary Fig. 14C). CLIC4 is an integral component of TGF-β signaling, required to transdifferentiate AT2 cells into AT1 cells during lung regeneration^41,42^. CLIC4 positively modulates TGF-β signaling by preventing the dephosphorylation of phospho-SMAD2/3 in the nucleus^43,44^. Given the crucial role of TGF-β/SMAD signaling in lung regeneration^41,42^, we hypothesized that the PCLAF-DREAM-activated CLIC4-TGF-β signaling axis is required for AT2 cell plasticity into AT1 cells. Indeed, SMAD3 target genes from three datasets^45,46^ were downregulated in *Pclaf* KO PAPCs but not in other cell types compared to WT (Fig. 5D). In addition, a GSEA showed the enrichment of Smad2 or Smad3 target gene expression in *Pclaf* WT PAPCs compared to in *Pclaf* KO PAPCs (Supplementary Figs. 11B, 14D). Moreover, a SCENIC gene network analysis showed reduced Smad3 regulon activity in *Pclaf* KO PAPCs and Krt8^+^ cells (Supplementary Fig. 14E), consistent with the reduced p-SMAD3 in the lung of *Pclaf* KO mice treated with bleomycin, compared to the *Pclaf* WT regenerating lung (Fig. 5E, F). Conversely, harmine treatment restored Clic4 and p-SMAD3 expression downregulated by *Pclaf* KO (Supplementary Fig. 15A–D). 

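Of 469 listed SMAD3 target genes from A549 cells, 414 matched a mouse gene, and 311 had at least 10 UMIs in PAPC-like cells. Their median log2 ratio of KO over WT was -0.064 (-0.15 to 0.04), and 165 were lower in KO. Random lists of matched expression gave -0.15 to 0.04, with the SMAD3 list at percentile 49.6. With the 19 genes that had no WT UMI set at a floor of 3 counts, the median was -0.15. The mean module score of the list was 0.087 (SD 0.033) in WT and 0.084 (SD 0.033) in KO, and at 1000 UMIs per cell 0.054 (SD 0.027) and 0.045 (SD 0.030). At that depth it differed by -0.0090, KO minus WT, in PAPC-like cells, -0.0049 in AT2-like, -0.0027 in Krt8+-like and -7.9e-05 in AT1-like cells. In all UMIs the differences were -0.0032, -0.0010, 0.0052 and 0.022. In AT2-like cells, the median was -0.14 (percentile 11.4), in Krt8+-like cells -0.096 (percentile 8.44), in AT1-like cells 0.00057 (percentile 5.96) and in the Lcn2-led cluster -0.48 (percentile 67.2). TMM scaling, which adds the same value to each gene of a class and leaves the place among matched lists as it is, gave medians of 0.15 in PAPC-like, 0.026 in AT2-like, 0.046 in Krt8+-like cells and 0.52 in the Lcn2-led cluster. The module score of the mouse embryonic stem cell list was 0.050 (SD 0.041) in WT and 0.054 (SD 0.046) in KO PAPC-like cells, and at 1000 UMIs per cell 0.026 (SD 0.028) and 0.021 (SD 0.028). This list did not fall most in PAPC-like cells. At 1000 UMIs per cell its difference was -0.0058 there, -0.017 in basal-like, -0.0093 in Lcn2-led and -0.0062 in Krt8+-like cells. The human embryonic stem cell list was not used here, as 453 of its entries were missing from the copy at hand.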

Next, to determine the role of the CLIC4-TGF-β signaling axis in AT2 cell plasticity, we ectopically expressed Clic4 in *Pclaf* KO LOs. Clic4 expression increased phosphorylation of SMAD3 (Supplementary Fig. 15E, F) and rescued the AT1 differentiation blocked by *Pclaf* KO (Fig. 5G–I and Supplementary Fig. 15G), as did temporarily controlled TGF-β treatment (Fig. 5J–M and Supplementary Fig. 16). Notably, human PAPCs from idiopathic pulmonary fibrosis (IPF) showed reduced CLIC4 and SMAD3-target genes expression compared to PAPCs from normal lungs (Fig. 5N, O). TGF-β signaling also contributes to lung fibrosis^47^. While regenerating alveoli lesions showed decreased p-SMAD3 by *Pclaf* KO, the inflamed lesions exhibited elevated p-SMAD3 (Supplementary Fig. 17). In addition, human IPF fibroblasts showed increased SMAD3-target gene expression compared to normal lung fibroblasts (Supplementary Fig. 18). These results suggest that the PCLAF-DREAM-activated CLIC4-TGF-β axis is required for AT2 cell plasticity in lung regeneration.

**Fig. 5:**
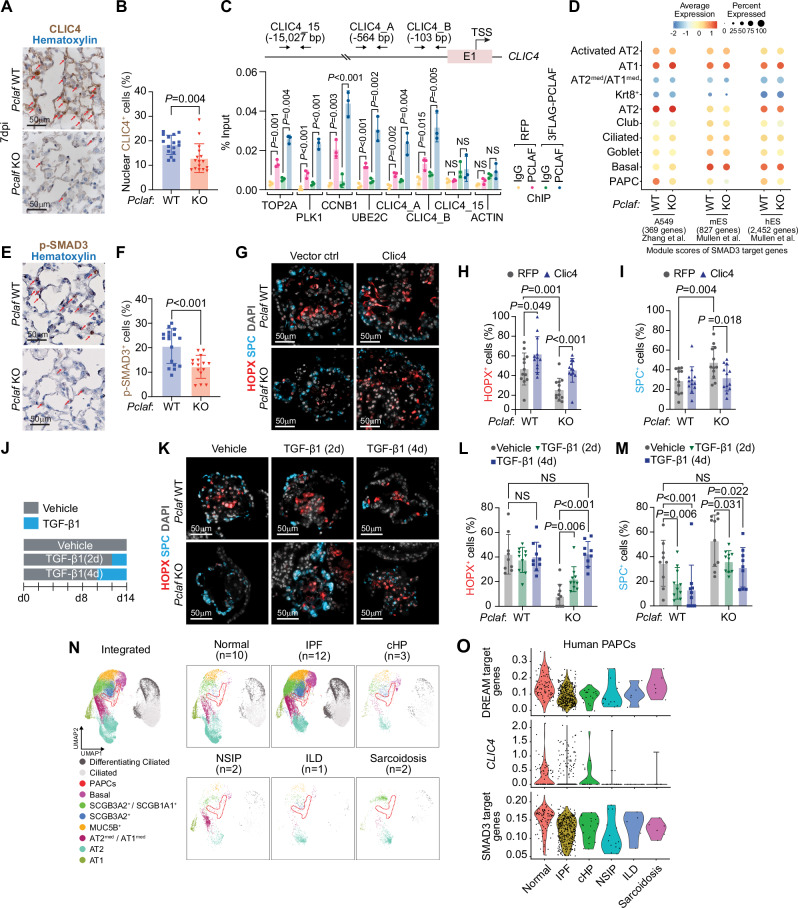
PCLAF-DREAM-mediated CLIC4-TGF-β signaling axis is required for AT1 cell differentiation. **A** Representative images of *Pclaf* WT and *Pclaf* KO lung at 7 dpi, immunostained for CLIC4. **B** Quantification graph of nucleus CLIC4^+^ cells (*n* = 16). **C** qPCR analysis using indicated primer sets targeting proximal promoter of DREAM target genes, *CLIC4*, or *ACTB*. ChIP was performed using anti-PCLAF antibody (*n* = 3). H358 cells ectopically expressing 3FLAG-PCLAF or RFP were used for ChIP. **D** Dot plots depicting transcriptional module scores of SMAD3 gene sets from A549, mouse embryonic stem cells (mES), and human embryonic stem cells (hES) using the scRNA-seq dataset shown in Fig. 3. **E** Representative images of *Pclaf* WT and *Pclaf* KO lung at 7 dpi, immunostained for p-SMAD3. **F** Quantification graph of p-SMAD3^+^ cells. *Pclaf* WT (*n* = 17) or *Pclaf* KO (*n* = 15). **G**–**I** Isolated lung epithelial cells were transduced with RFP- or CLIC4-expressing lentiviruses and cultured with LO. Representative images of IF staining for HOPX and SPC on day 14 (**G**). Quantification of HOPX^+^ (*n* = 12) (**H**) and SPC^+^ cells (*n* = 12) (**I**). **J**–**M** *Pclaf* WT, or KO lung epithelial cells-derived LOs were cultured with TGF-β1 (2 ng/ml) for 2 days (TGFβ1 [2D]) or 4 days (TGFβ1 [4D]). Experimental scheme for TGF-β1 treatment (**J**). Representative images of IF staining for HOPX and SPC on day 14 (**K**). Quantification graph of HOPX^+^ (*n* = 10) (**L**) and SPC^+^ cells (*n* = 10) (**M**). **N** UMAP plots displaying each cell cluster from the scRNA-seq datasets of normal human lung and fibrotic diseases shown in Fig. 1D. (IPF idiopathic pulmonary fibrosis, cHP chronic hypersensitivity pneumonitis, NSIP nonspecific interstitial pneumonia, ILD interstitial lung disease). **O** Violin plots showing the expression of module scores of DREAM-target genes, *CLIC4* expression, and hES-SMAD3-target genes in the PAPC clusters from the human scRNA-seq dataset. Two-sided Student’s *t*-test; error bars: mean +/− SD. Represented images are shown (*n* ≥ 3). Source data are provided as a Source data file.

### PCLAF signature mimicry reduces lung fibrosis

For the pharmaceutical application of PCLAF-DREAM-controlled lung regeneration, we exploited the perturbational datasets (L1000) using the CLUE platform^48^, identifying drug candidates that mimic PCLAF-activated transcriptional signatures. Since PCLAF also promotes lung tumorigenesis^20^, to minimize the risk of tumorigenesis by drug candidates, we excluded any drugs that were identified from the *Pclaf/PCLAF* depleted gene sets of the mouse lung tumors (*Kras*^*G12D*^*/Trp53*^*-/-*^; KP) and human (H1792) lung cancer cell lines (Fig. 6A, B, and Supplementary Data 4 and 5)^20^, which identified four drugs (phenelzine, trimethobenzamide, ibuprofen, and RS 23597-190) (Fig. 6B). Among those, phenelzine, an FDA-approved anti-depressor, increased OFE (Supplementary Fig. 19A, B) and AT1 cells in LOs (Fig. 6C, D). In addition, phenelzine altered the cell plasticity of bronchiolar cells (Fig. 6E, F), which partly contributes to alveolar regeneration^39^, resulting in the reduced numbers of ciliated and elevated club cells in LOs (Fig. 6E, F). Next, we tested the impact of phenelzine on lung regeneration in mice given a high dosage of bleomycin (2.7 U/kg) (Fig. 6G), a concentration of developing lung fibrosis at 21 dpi (Supplementary Fig. 19C, D). Phenelzine ameliorated bleomycin-decreased SpO_2_ levels (Fig. 6H) and markedly reduced lung fibrosis with a restored AT1 cell repopulation (Fig. 6I–N). These data indicate the therapeutic potential of phenelzine, a PCLAF activation–mimicking drug, in lung regeneration and fibrosis.

**Fig. 6:**
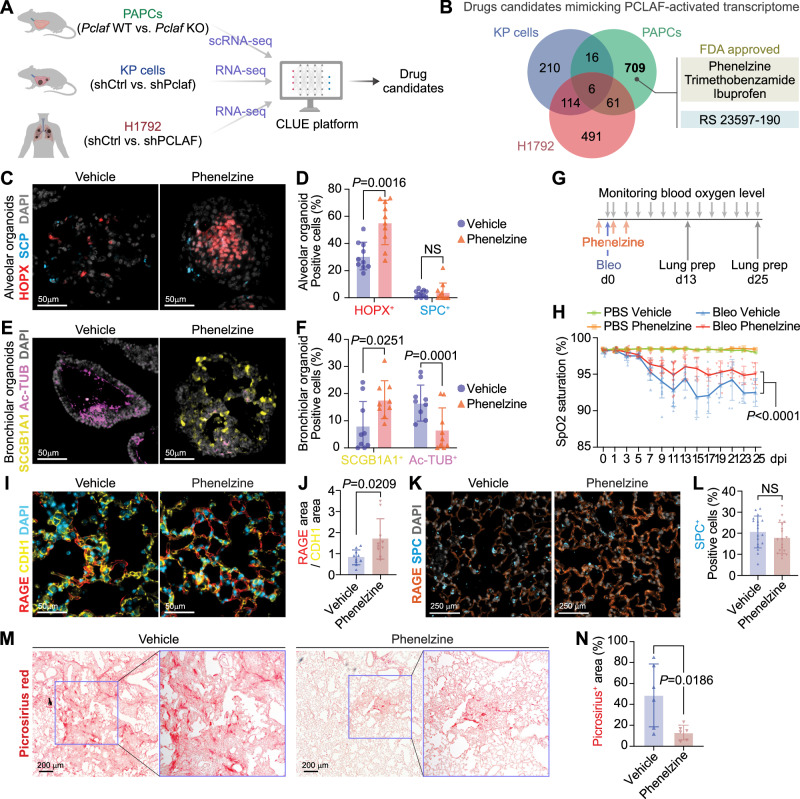
Pharmacological mimicking of PCLAF-DREAM-activated transcriptional signature restores lung regeneration. **A** Experimental scheme to identify drug candidates by the CLUE platform. **B** Venn diagram of Connectivity Map results, identifying drug candidates specific to normal lung PAPCs. **C** Representative images of LOs with phenelzine (10 μM) that fluorescently immunostained for HOPX and SPC. **D** Quantification graph of HOPX^+^ and SPC^+^ cells (*n* = 10). **E** Representative images of LOs with phenelzine (10 μM) that fluorescently immunostained for SCGB1A1 (Club) and Ac-TUB (Ciliated). **F** Quantification graph of SCGB1A1^+^ and Ac-TUB^+^ cells (*n* = 9). **G** Experimental scheme for bleomycin-induced lung regeneration by phenelzine. Mice were treated with bleomycin (2.8 U/kg) by intratracheal instillation. The vehicle control (DMSO, *n* = 10) or phenelzine (*n* = 10; 750 μg/head) were administered via intraperitoneal injection at −1, 1, and 3 dpi. The blood oxygen level (SpO_2_) and breath rate were measured by pulse-oximetry every other day. At 13 dpi (*n* = 4 for each group) and 25 dpi (*n* = 6 for each group), lungs were collected for further analysis. **H** The dynamics of spO_2_ levels were measured at the indicated time points. Two-way ANOVA with post-hoc Tukey test. PBS with vehicle or phenelzine until 13 dpi (*n* = 4) and after 15 dpi (*n* = 2); bleomycin with vehicle until 13 dpi (*n* = 10) and after 15 dpi (*n* = 7); bleomycin with phenelzine until 7 dpi (*n* = 10), 9–13 dpi (*n* = 9), and after 15 dpi (n = 6). **I** Representative images of the lungs at 13 dpi, fluorescently immunostained for RAGE (AT1) and CDH1 (Epithelial cell). **J** Quantification graph of RAGE^+^*/*CDH1^+^ area (*n* = 10). **K** Representative images of the lungs at 13 dpi, fluorescently immunostained for RAGE (AT1) and SPC (AT2). **L** Quantification graph of SPC^+^ cells (*n* = 18). **M** Representative images of picrosirius staining at 25 dpi. **N** Quantification graphs of the picrosirius^+^ area (*n* = 6). Two-sided Student’s *t*-test except for (**H**); error bars: mean +/− SD. Representative images are shown (*n* ≥ 3). Source data are provided as a Source data file. Graphic icons in Figure A were created with BioRender.com.

## Discussion

Accumulating evidence suggests that AT2 cells act as progenitor cells that differentiate toward AT1 cells through intermediate cell states. Such transient cells express low levels of AT1 and AT2 markers and their specific genes, such as *Krt8*^26,30,32^. Several developmental signaling pathways (BMP^49^, NOTCH^50^, and YAP/TAZ^51^) contribute to cell transition from AT2 to AT1 during regeneration. However, the detailed mechanism of AT2 cell lineage plasticity during regeneration remains elusive. Our study identified a crucial role of the PCLAF-DREAM axis in cell plasticity (from AT2 to AT1). The primary function of the DREAM complex in orchestrating the cell cycle and cell quiescence by transactivating or repressing gene expression has mainly been investigated using in vitro systems^24,25,40,52–56^. Recently, we found that the dysregulated DREAM complex promotes lung tumorigenesis in vivo^20^. Genome-wide analyses showed that most DREAM targets are cell cycle-related genes^40,52^ and genes involved in other biological processes (Supplementary Data 6). Given that the DREAM complex coordinates the cell cycle^24,25,40,52–55^, we initially hypothesized that the PCLAF-DREAM axis induces mitotic activation of lung progenitor cells for regeneration. Indeed, the expression of cell cycle-related genes (*Top2a* and *Mki67*) was decreased in *Pclaf* KO PAPCs (Supplementary Fig. 14A) with reduced OFE (Supplementary Fig. 5A, B). However, *Pclaf* KO lung tissues and organoids showed a higher number of PAPCs compared to *Pclaf* WT (Supplementary Fig. 3B, C and Supplementary Fig. 5F, G), which might be due to stalled transitioning from PAPCs to Krt8^+^ cells. 

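In PAPC-like cells, *Top2a* (ENSMUSG00000020914) was at 386 CPM in WT (59 UMIs, 294 to 497) and 464 CPM in KO (931 UMIs, 435 to 495). Its log2 ratio of KO over WT was 0.27 (-0.11 to 0.67), not detectable at this depth, and ranged from -0.29 to 0.55 across the alternatives. *Mki67* (ENSMUSG00000031004) also had 59 WT UMIs and was at 526 CPM in KO (1055 UMIs, 495 to 559), a log2 ratio of 0.45 (0.07 to 0.85). With the drawn KO cells alone, it reversed to -0.049, and with at least 500 genes per cell it was 0.045. In 1 random thinning to 1000 UMIs per cell, the mean log-normalized value of *Mki67* was 1.31 (SD 1.47, 26 cells) in WT and 0.74 (SD 1.25, 221 cells) in KO. In another thinning to the same depth, *Mki67* was detected in 30.8% of WT (14.3 to 51.8) and 32.6% of KO cells (26.4 to 39.2), and *Top2a* in 30.8% (14.3 to 51.8) and 21.3% (16.1 to 27.3). Both genes were left out of the clustering and of the marker genes that named PAPC-like cells.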

*Pclaf* WT PAPCs exhibited the cellular trajectories into AT2 and AT1 cells during normal regeneration. However, *Pclaf* KO PAPCs failed to differentiate into AT1 cells (Fig. 3C–E and Supplementary Fig. 8), which might increase the number of PAPCs in *Pclaf* KO mice. Indeed, cell lineage tracing experiments showed impaired regeneration of AT1 cells from AT2 cells by *Pclaf* genetic ablation (germline as well as conditional) (Fig. 3G, H and Supplementary Fig. 10). It is worth noting that the number of AT2 cells was elevated by *Pclaf* KO (Fig. 3), potentially due to their self-regeneration through PAPCs. Intriguingly, our data also showed that DREAM complex–mediated gene transactivation is indispensable for the differentiation into AT1 cell lineage (Fig. 4). CLIC4 transactivated by the PCLAF-DREAM complex positively modulates TGF-β signaling^43^, driving AT1 differentiation (Fig. 5). Our results unveil an unexpected role of the DREAM complex in positively regulating cell plasticity and promoting tissue regeneration beyond its canonical role in controlling cell quiescence and proliferation.

Despite the recent single-cell transcriptomics of the lungs^26,27,32,39^, the proliferating cell clusters have been less studied. Our results suggest that PAPCs are the transitioning cells during alveolar regeneration. Recently, Murthy et al. proposed that AT0 cells expressing *SFTPC* and *SCGB3A2* transiently differentiate into AT1 cells in human lungs^57^. These AT0 cells are proliferating cells expressing MKI67^57^, consistent with our finding that PAPCs are intermediate transitioning cells generating AT1 cells.

Unexpectedly, *Pclaf* KO lungs exhibited increased MKI67+ PAPCs during regeneration compared to *Pclaf* WT (Supplementary Fig. 3B, C). Consistently, *Pclaf* KO LOs showed elevated PAPCs (Supplementary Fig. 5F, G). These results might be the consequences of inhibition of AT1 differentiation. Recent studies have shown the accumulation of intermediate cells along with the disrupted AT1 differentiation during lung regeneration^32,58^. On the other hand, during development or tissue regeneration, cell proliferation and cell differentiation are inversely correlated and often counteract each other^59^. Thus, it is also possible that increased cell proliferation of PAPCs by *Pclaf* KO might inhibit AT1 cell differentiation. More detailed mechanisms of how PAPCs are engaged in lung regeneration remain to be determined in future studies.

TGF-β signaling has been proposed as one of the driving factors for lung fibrosis^60^ by promoting the epithelial-mesenchymal transition of AT2 cells^61^. Other studies suggest that TGF-β signaling is required for the alveolar cell plasticity^41^ and alveolar regeneration^42^. Our results showed that TGF-β signaling activation is sufficient to rescue the *Pclaf* KO-suppressed AT1 cell generation in the context of PAPCs. In *Pclaf* KO lung, p-SMAD3 was significantly decreased in regenerative alveoli lesions (Fig. 5E, F) but elevated in inflamed fibrotic lesions (Supplementary Fig. 17). In line with this, SMAD3-target genes were downregulated in IPF PAPCs while upregulated in IPF fibroblasts compared to normal lungs (Fig. 5N, O, and Supplementary Fig. 18). Thus, it is highly likely that TGF-β signaling spatiotemporally contributes to lung fibrosis or regeneration, depending on cell types or lesions. For the mechanism of TGF-β signaling activation, we identified CLIC4, a positive regulator for TGF-β signaling^43^, as one of the PCLAF-DREAM target genes^20,40^. Indeed, PCLAF directly occupies the *CLIC4* proximal promoter, and ectopic expression of CLIC4 markedly rescued p-SMAD3 levels in *Pclaf* KO LOs (Fig. 5C and Supplementary Figs. 14C, 15E, F).

The current therapeutic strategy for lung fibrosis has focused on inhibiting fibroblasts using pirfenidone and nintedanib^62^. Recent studies suggested that failure of lung regeneration is one of the fundamental mechanisms of lung fibrosis^7,9–13^. Intriguingly, disrupted AT2 cell lineage plasticity by *Pclaf* KO drove lung fibrosis rather than lung regeneration (Fig. 2). Based on our findings, we identified PCLAF-activation–mimicking drugs and tested their therapeutic potential on lung regeneration in vivo and in vitro (Fig. 6). This strategy, which facilitates the repopulation of functional lung epithelial cells, may be an alternative regimen or preventive or therapeutic measures for patients with potential lung fibrosis, such as those caused by thoracic radiotherapy.

Using *Pclaf-LacZ* mice, we observed that PCLAF was also expressed in non-epithelial cells such as immune cells and fibroblasts (Supplementary Fig. 2). *Pclaf* KO mice showed slight alteration of immune cell status^63^. Since immune cells^64^ and fibroblasts^64,65^ play an essential role in lung regeneration, the impact of *Pclaf* KO on these cells might also contribute to impaired lung regeneration. However, consistent with the *Pclaf* KO mouse and LO phenotypes, *Pclaf* cKO in AT2 cells is sufficient to inhibit the regeneration of AT1 cells from AT2 cells (Fig. 3G, H, Supplementary Fig. 10). Therefore, it is highly likely that the PCLAF-DREAM axis-driven lung epithelial cell plasticity is independent of immune cells and fibroblasts. Nonetheless, our finding in murine systems remains to be tested in a human-relevant system, such as human lung organoids.

Together, our comprehensive approaches reveal an unexpected role of the PCLAF-DREAM axis in driving alveolar cell plasticity via CLIC4-TGF-β for lung regeneration. Furthermore, this study suggests that phenelzine, a drug mimicking the PCLAF-DREAM transcriptional signature, may be a viable therapeutic option for lung disease.

## Methods

The research reported here research complies with all relevant ethical regulations. All mouse experiments were approved by the MD Anderson Institutional Animal Care and Use Committee and performed under MD Anderson guidelines and the Association for Assessment and Accreditation of Laboratory Animal Care international standards.

### Mice

*Pclaf* KO mice from a previously established model^19^ were used. *Pclaf-lacZ* knock-in strain was generated by breeding *Pclaf-lacZ-neo* mice with *CMV-Cre* (B6.C-Tg[CMV-Cre] 1Cgn/J; Jackson Laboratory; RRID:IMSR_JAX:006054) driver mice. The *Pclaf-lacZ-neo* strain was established by in vitro fertilization of the sperm carrying the *Pclaf-lacZ-neo* targeted allele (C57BL/6N-A^tm1Brd^ Pclaf^tm1a(EUCOMM)Wtsi^/WtsiPh; EMMA ID: EM:09820). Genomic DNA PCR and Sanger sequencing validated the targeted or recombinant alleles. *Pclaf-fl/fl* mice strain was established by breeding *Pclaf-lacZ-neo* mice with *Rosa26-Flp1* (B6.129S4-*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ; Jackson Laboratory; RRID: IMSR_JAX:009086) driver mice. *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^; *Pclaf*^*-/-*^ or *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^; *Pclaf-fl/fl* mice were generated by breeding *Pclaf* KO or *Pclaf-fl/fl* mice with *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^ mice, respectively. *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^ mice were kindly provided by Dr. Jichao Chen^66^. All animal experiments were performed on 8- to 10-week-old male mice.

### Bleomycin-induced lung injury

Eight- to ten-week-old mice were anesthetized via inhalation of isoflurane using a calibrated vaporizer for ~3 min. The mice were positioned on the intratracheal intubation stand and intubated IV catheters (22GA × 1.00 IN, 0.9 × 25 mm; BD, NJ) in the trachea using BioLite (Biotex, TX) intubation system with optic fiber. The intubated mice were given 1.25 U/kg of bleomycin in 50 μl of phosphate-buffered saline (PBS). One day before the injury, the blood arterial oxygen saturation and breath rate per minute were recorded using a small rodent oximeter sensor mounted on the thigh of each tested mouse (MouseOX; STARR Life Sciences, Oakmont, PA) every other day. Data were collected for a minimum of 10 seconds with no error code. The mice were euthanized at the acute injury phase (3 dpi, regeneration phase [7 dpi], and chronic fibrotic phase [21 dpi]) for post-mortem lung tissue collection, followed by histology.

### Histology and immunohistochemistry

Lung tissues were perfused with cold PBS (pH 7.4) into the right ventricle, fixed with 10% formalin, embedded in paraffin, and sectioned at 5-μm thickness. The sections were stained with hematoxylin and eosin for histological analysis. For picrosirius red staining, deparaffinized and hydrated sections were stained with picrosirius red solution (0.1% Direct Red 80 [Sigma] in saturated [1.3%] picric acid) for 1 h. Sections were washed with 0.5% acetic acid and dehydrated before mounting. For the immunohistochemistry analysis, sections were immunostained according to standard protocols^20^. For antigen retrieval, sections were subjected to heat-induced epitope retrieval pre-treatment at 120 °C using citrate-based antigen unmasking solution (Vector Laboratories, Burlingame, CA, USA), tris-based antigen unmasking solution (Vector Laboratories), universal antigen retrieval reagent (R&D System), or basic antigen retrieval reagent (R&D System). Specific information on antibodies is described in Supplementary Data 7.

### Cell lineage tracing assay

*Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^, *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^, *Pclaf*^*-/-*^, and *Sftpc*^*CreERT2*^; *Rosa26*^*Sun1GFP*^; *Pclaf-fl/fl* mice at age of 10 weeks were subjected to anesthesia and intratracheal instillation of bleomycin at a dose of 1.25 U/kg. Subsequently, one day after bleomycin administration, tamoxifen (75 mg/kg, Sigma, dissolved in corn oil) was intraperitoneally injected into the mice for 5 consecutive days. On day 14 post-bleomycin instillation, the mice were euthanized, and lung tissues were collected for post-mortem histological analysis.

### Hydroxyproline assay

Eight- to ten-week-old *Pclaf* WT or Pclaf KO mice were instilled 1.25 U/kg of bleomycin in 50 μl of PBS or PBS by intratracheal (*n* = 5 each group). The mice were euthanized at 25 dpi for post-mortem lung tissue collection, followed by hydroxyproline assay. The hydroxyproline assay kit (Sigma) was used according to the manufacturer’s instructions.

### X-gal staining

Lung tissues were perfused with cold PBS (pH 7.4) into the right ventricle, incubated with a mixture of 30% sucrose and 10% optimal cutting temperature (OCT) compound in PBS for 30 min at 4 °C, embedded in OCT compound, and sectioned at 10-μm thickness. Frozen lung sections were fixed with 0.2% glutaraldehyde for 10 min and washed in wash buffer (0.02% IGEPAL CA-630, 0.01% sodium deoxycholate, 2 mM MgCl_2_, 0.1 M phosphate buffer pH 7.5) for 10 min twice. Then, slides were incubated with X-gal staining solution (1 mg/ml X-gal, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide in wash buffer) for 16 h in 37 °C. X-gal-stained slides were post-fixed with 4% PFA for 10 min and washed with PBS for 5 min 3 times. For counterstaining, slides were incubated with nuclear fast red solution (Vector Laboratories, Burlingame, CA, USA) for 2 min.

### Lung cell isolation

Lungs were harvested from euthanized mice after perfusing 10 ml of cold PBS into the right ventricle. Lungs were minced after the removal of extra-pulmonary tissues and digested in Leibovitz media (Gibco, USA, no. 21083-027) with 2 mg/ml collagenase type I (Worthington, CLS-1, LS004197), 2 mg/ml elastase (Worthington, ESL, LS002294), and 0.4 mg/ml DNase I (Sigma, DN-25) for 45 min at 37 °C. To stop the digestion, fetal bovine serum (FBS, HyClone; Cytiva) was added to a final concentration of 20%. The digested tissues were sequentially filtered through a 70-μm and a 40-μm cell strainer (Falcon, 352350 and 352340, respectively). The samples were incubated with 1 ml of red blood cell lysis buffer (15 mM NH_4_Cl, 12 mM NaHCO_3_, 0.1 mM EDTA, pH 8.0) for 2 min on ice. Leibovitz with 10% FBS and 1 mM EDTA was used for resuspension and washing for magnetic-activated cell sorting (MACS) or fluorescence-activated cell sorting.

For lung epithelial cell isolation, cells were resuspended in 400 μl of buffer with 30 μl of CD31 MicroBeads (130-097-418; Miltenyi Biotec, Bergisch Gladbach, Germany), 30 μl of CD45 MicroBeads (130-052-301; Miltenyi Biotec), and 30 μl of anti-Ter-119 MicroBeads (130-049-901; Miltenyi Biotec) and incubated for 30 min at 4 °C, followed by negative selection according to the manufacturer’s instructions. Cells were then resuspended with 400 μl of buffer with 30 μl of CD326 (EPCAM) MicroBeads (130-105-958; Miltenyi Biotec) and incubated for 30 min at 4 °C, followed by positive selection according to the manufacturer’s instructions. Isolated lung epithelial cells were used for the lung organoid culture. In single-cell RNA sequencing (scRNA-seq), digested lung cells were resuspended in 400 μl of buffer with 5 μl of anti-CD31-FITC (BD Biosciences, CA, USA), 5 μl of anti-CD45-APC (BD Biosciences), and 5 μl of anti-CD326 (EPCAM)-PE-Cy7 (BD Biosciences) and incubated for 30 min at 4 °C. Cells were then washed twice, followed by sorting of the epithelial cells by fluorescence-activated cell sorting.

For lung endothelial cell (LuEC) isolation, cells were resuspended in 400 μl of buffer with 30 μl of CD31 MicroBeads and incubated for 30 min at 4 °C, followed by positive selection according to the manufacturer’s instructions. Isolated LuECs were cultured with EC growth media (DMEM; Corning; 10-013-CV, 20% FBS, 1 × Penicillin-Streptomycin-Glutamine; Gibco, USA; 10378016, 100 μg/ml endothelial cell growth factor (ECGS); Sigma; E2759, 100 μg/ml heparin; Sigma; H3149, 25 mM HEPES) on 0.1% gelatin (Sigma, G1393)-coated plates. Cultured LuECs were then isolated with CD31 MicroBeads and expanded until passage 3. Expanded LuECs were cryopreserved for lung organoid culture.

### Lung organoid culture

Lung epithelial cells (Ter119^-^/Cd31^-^/Cd45^-^/Epcam^+^) isolated from 7- to 10-week-old *Pclaf* WT or *Pclaf* KO mice at 7 dpi of bleomycin were cultured with lung stromal cells in a 3D organoid air-liquid interface, as described previously^31^. In brief, freshly sorted lung epithelial cells were resuspended in 3D organoid media Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Gibco, USA), 10% fetal bovine serum (FBS; HyClone, USA), 1 × penicillin-streptomycin-glutamine (Gibco, USA), and 1X insulin-transferrin-selenium (Sigma)) and mixed with LuECs at a ratio of 1:1. Cells containing 3D media were mixed with growth factor-reduced Matrigel (BD Biosciences) at a ratio of 1:1. The 100 μl of mixtures containing lung epithelial cells (5 × 10^3^) and LuECs (5 × 10^4^) were placed in the transwell insert (0.4-μm pore, Corning, Lowell, MA). After incubation for 30 min at 37 °C in an incubator, 500 μl of 3D media was placed in the bottom chamber to generate the liquid-air interface. Media were exchanged every other day, with or without harmine (200 nM; Abcam), phenelzine (10 μM; Cayman, MI, USA), or TGF-β1 (2 ng/ml; R&D System). For viral transduction, freshly isolated lung epithelial cells were resuspended in 500 μl of 3D media containing lentivirus (2.5 × 10^7^ TU/ml) and polybrene (7 μg/ml) and centrifuged for 1 h at 600 × *g* at 32 °C. Cells were incubated at 37 °C in an incubator for 7 h, followed by organoid culture.

### Mouse embryonic fibroblast culture

Embryos (at embryonic day 13.5) were isolated from pregnant *Pclaf-fl/fl* mouse. After dissecting, minced embryos were incubated in trypsin/EDTA (Invitrogen) with 0.4 mg/ml DNase I (Sigma, DN-25) for 15 min at 37 °C. Then, digested embryos were cultured on 0.2% gelatin-coated culture plates. After 2 passages, 2 × 10^5^ mouse embryonic fibroblasts (MEFs) were cultured in 6-well plates and introduced 1 × 10^7^ or 1 × 10^8^ PFU of adenoviral Cre (Ad-Cre; kindly provided by Dr. Kwon-Sik Park, The University of Virginia). After 2 days of Ad-Cre infection, cells were harvested and genotyped by PCR.

### Gene construct

pLenti-CMV-MSC-RFP-SV-Puro vector was purchased from Addgene (#109377) and used as a control vector or backbone for further cloning. For constructing the pLenti-3HA-Clic4-T2A-GFP plasmid, we prepared a pLenti vector backbone using restriction enzymes, XbaI (NEB, USA) and BamHI (NEB, USA). Three DNA fragments of Kozak-3HA, Clic4, and T2A-GFP were amplified with Phusion High-Fidelity DNA Polymerase (NEB, USA) using pLJC5-Tmem192-3HA (Addgene, #102930) for Kozak-3HA, pAltermax-3HA-Clic4^44^ for Clic4, and pLenti-CMV-mCherry-T2A-GFP for T2A-GFP. We assembled the pLenti-3HA-Clic4-T2A-GFP vector with pLenti backbone and fragments using NEBuilder HiFi DNA Assembly Master Mix (NEB, USA) according to the manufacturer’s instructions. Primer information is described in Supplementary Data 7. We used pLenti-3FLAG-Lin52 (WT or S28A) and pLenti-3FLAG-PCLAF, as previously generated^20^.

### Lentivirus preparation

Lentiviruses were produced using 2nd-generation packaging vectors in 293T cells. 293T cells were cultured until 70–80% confluent, and the media were replaced with antibiotics-free DMEM (10% FBS). After 1 h of media exchange, cells were transfected with vector mixtures in Opti-MEM (Gibco, USA). To generate a vector mixture, pMD2.G (1.3 pmol), psPAX2 (0.72 pmol), DNA (1.64 pmol), and polyethyleneimine (PEI, 39 μg) were added to 800 μl of Opti-MEM and incubated for 15 min. After 12 h of transfection, the media were exchanged with complete media (DMEM, 10% FBS, and 1X penicillin-streptomycin). The virus supernatant was collected after 24 and 48 h and filtered with a 0.45-μm syringe filter (Thermo Fisher, CA, USA); polyethylene glycol (PEG) solution (40% PEG-8000 [Thermo Fisher, CA, USA], and 1.2 M NaCl in pH 7.4 PBS) were added in a 3:1 ratio. After overnight incubation of the virus-PEG mixture at 4 °C, the virus pellet was generated by centrifugation at 1600 × *g* and 4 °C for 1 h. The pellet was reconstituted in 1 ml of 3D media and incubated for 15 min at 4 °C. Reconstituted virus was centrifuged at 20,000 × *g* and 4 °C for 3 min to remove protein debris. The collected virus was stored in a −80 °C freezer. pLenti-RFP, pLenti-3FLAG-Lin52WT, pLenti-3FLAG-Lin52S28A, pLenti-3HA-Clic4-T2A-GFP, and pLenti-3FLAG-PCLAF vectors were used for lentivirus generation. For virus titration, 5 × 10^5^ 293T cells were seeded into 48-well plates (Thermo Fisher, CA, USA). After 24 h, cells were infected by the serially diluted virus with 10 μg/ml polybrene. After 48 h of transfection, virus transduction units per ml (TU/ml) were measured by fluorescence microscopy.

### Chromatin immunoprecipitation quantitative real-time PCR (ChIP-qPCR)

pLenti-3FLAG-PCLAF was introduced to H358, a human lung adenocarcinoma cell line, by lentiviral infection, followed by selection using puromycin and used for ChIP-qPCR assay. ChIP-qPCR assays were performed as previously described with minor modifications^20^. Briefly, cells were cross-linked with 1% formaldehyde for 15 min at room temperature. Formaldehyde was quenched by adding glycine (final concentration, 0.125 M). After the cells were washed with cold PBS, the cells were harvested with lysis buffer (20 mM Tris, pH 8.0, 85 mM KCl, 0.5% NP-40, freshly supplemented with a protease inhibitor mixture) and rocked at 4 °C for 15 min. Pellets containing chromatin were collected by centrifugation, resuspended in nuclear lysis buffer (50 mM Tris, pH 8.0, 10 mM EDTA, 1% SDS), and subjected to sonication (30 s on and 30 s off, 80 times, Bioruptor 300 [Diagenode]). The supernatant was collected by centrifugation, diluted 20 times in IP buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 0.5% NP-40, and a protease inhibitor mixture), and subjected to IP with each antibody. The enrichment of 300–600 bp of sheared DNA was confirmed by gel electrophoresis. Approximately 20–30 μg of DNA was used for IP. Diluted protein-DNA complexes were precleared and incubated overnight with preblocked protein G Dynabeads and antibodies at 4 °C. Immunoprecipitants were washed serially with LiCl wash buffer (Tris 50 mM, pH 8.0, EDTA 1 mM, LiCl 250 mM, 1% NP-40, and 0.5% deoxycholate), IP buffer, and Tris-EDTA buffer. For DNA extraction, immunoprecipitants were reversely cross-linked by incubation at 65 °C overnight, and further incubated with RNase A and proteinase K. Then, ChIP DNAs were isolated using a PCR purification kit (QIAGEN). The following antibodies were used for ChIP: FLAG M1 (Sigma, 1:200), PCLAF (Abcam, 1:200). Previously validated DREAM binding sequences of CCNB1, TOP2A, PLK1, and UBE2C promoters, and predicted two proximal promoter regions of CLIC4 were analyzed by ChIP-qPCR. ACTIN promoter amplicons served as negative controls. Detailed information on antibodies and primers is in Supplementary Data 7.

### Library preparation and sequencing of single-cell transcriptome

Freshly isolated lung epithelial cells from *Pclaf* WT and *Pclaf* KO mice at 7 dpi of bleomycin instillation were used to prepare the single-cell RNA library. To generate single-cell gene expression libraries, 1.6 × 10^4^ cells per group of single cells were subjected to the Chromium Single Cell Gene Expression 3v3.1 kit (10x Genomics) at the Single Cell Genomics Core at Baylor College of Medicine. In brief, reverse transcription (RT) reagents, gel beads containing barcoded oligonucleotides, and oil were loaded on a chromium controller (10x Genomics) to generate single-cell gel beads-in-emulsions (GEMs) in which full-length cDNA was synthesized and barcoded for each single-cell. Subsequently, the GEMs were broken, and cDNA from every cell was pooled. Following clean-up using Dynabeads MyOne Silane Beads, cDNA was amplified by PCR. The amplified product is fragmented to an optimal size before end-repair, A-tailing, and adapter ligation. The final library was generated by amplification. Libraries were run on Novaseq for Illumina PE150 sequencing with 20,000 reads per cell. Post-processing and quality control were performed by Novogene using the 10× Cell Ranger package (v. 3.1.0, 10x Genomics). Reads were aligned to the GRCm38 reference assembly using STAR aligner^67^ (v. 2.7.10a).

### Single-cell RNA preprocessing and quality control

The Cell Ranger output was used as the input to Seurat v. 4.1.0 for further analysis of the scRNA-seq samples. For each sample, poor-quality cells were filtered based on the number of features (min.features = 200, min.cells = 3), number of RNAs detected (>200 and <5000), and percentage of reads arising from the mitochondrial genome (<20%). We combined *Pclaf* WT and *Pclaf* KO samples using the merge function of Seurat. Clustering using default parameters and uniform manifold approximation and projection (UMAP) non-linear dimensionality reduction were performed using Seurat v. 4.1.0, and we referred to the result as our integrated clusters. The marker genes of each cluster (differentially expressed genes [DEGs] in each cluster compared with all other clusters) and differentially expressed genes between samples were identified with Seurat using the FindAllMarkers function with the parameters logfc.threshold = 0.25 and min.pct = 0.25. For the lung epithelial cell analysis, we downsized the *Pclaf* KO sample by one-sixth (from 10,807 cells to 1797 cells).

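In the deposited matrices, the epithelial clusters held 11037 KO cells before downsizing, and the random draw of 1 in 6 of the kept KO cells left 1836 KO epithelial cells beside 1420 WT epithelial cells. The drawn cells included 48 PAPC-like KO cells. Across the alternative clusterings, the number of KO epithelial cells ranged from 3624, with the limits on genes read as UMIs, to 11152, with a second random draw. The cells drawn by the authors were not known here.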

### Gene set expression score analysis

The scores of gene sets were analyzed using the AddModuleScore function of Seurat. The SMAD3 target genes^45,46^, DREAM-target genes^40^, and SOX9-based progenitor-related genes^39^ were used for module score analysis. A detailed list of genes for each module score is listed in Supplementary Data 8.

### Gene set enrichment analysis

The DEGs between *Pclaf* WT vs. *Pclaf* KO in the PAPC clusters were identified by the Wilcoxon sum test and AUROC statistics using the Presto package v. 1.0.0. They were then subjected to a gene set enrichment analysis (GSEA) using the fgsea package v. 1.16.0. The curated gene sets (C2) in the Molecular Signature Database (MsigDB) v. 7.5.1 were used for the GSEA using the msigdbr package.

### Pseudotime trajectory analysis

Velocyto.py was used to estimate the RNA velocities of single cells by distinguishing between unspliced and spliced mRNAs in the standard single-cell RNA-sequencing data^68^. The BAM files, output from Cell Ranger, were subjected to generate loom files containing three categories: spliced, unspliced, and ambiguous. The loom files were applied to calculate the dynamic velocity graph using scVelo v. 0.2.4^34^.

### Developmental state analysis

CytoTRACE v. 0.3.3 was used to predict the relative differentiation state of a single cell^35^. The cells were given a CytoTRACE score according to their differentiation potential, with a higher score indicating higher stemness/fewer differential characteristics.

### Gene regulatory network analysis

For regulon identification, a gene regulatory network analysis was performed using the Python version of the SCENIC (pySCENIC) method (v. 0.11.2)^69^. pySCENIC integrates a random forest classifier (GENIE3) (v. 1.0.0) to identify potential TF targets based on their co-expression with RcisTarget (v. 0.99.0) for *cis*-regulatory motif enrichment analysis in the promoter of target genes (±500 bp of the transcription start site) and identify the regulon, which consists of a TF and its co-expressed target genes. The *Mus musculus* 10 (mm10) motif database provided by the pySCENIC authors was used. Finally, for each regulon, pySCENIC uses the AUCell (v. 0.99.5) algorithm to score the regulon activity in each cell (Z score, a standardized AUCell score, was used). All parameters used for running were specified in the original pySCENIC pipeline. The ranking databases used were mm10-refseq-r80-10 kb-up-and-down-tss.mc9nr.feather mm10-refseq-r80-500bp-up-and-100bp-down-tss.mc9nr.feather, which were downloaded from https://resources.aertslab.org/cistarget/. The motif database was downloaded from https://resources.aertslab.org/cistarget/motif2tf/.

### Public scRNA-seq data analysis

A public scRNA-seq dataset (GSE141259)^26^, generated by subjecting sorted cells from the mouse lung epithelial compartment at 18 different time points after bleomycin instillation, was analyzed according to the code provided in the original study. A public scRNA-seq dataset (GSE135893)^27^ was generated from the cells of 20 pulmonary fibrosis and 10 control human lungs and analyzed according to the code provided in the original study.

### Drug identification for mimicking PCLAF-mediated transcriptome

CLUE platform (https://clue.io/), containing L1000-based Connectivity Map^48^, was used for drug identification. We identified drug candidates using the three gene lists: (1) elevated in *Pclaf* WT PAPCs (compared to *Pclaf* KO PAPCs), (2) downregulated genes in human LUAD cells, H1792 cells, by *shPCLAF*(compared to control shRNA), (3) decreased genes in mouse LUAD cells, KP-1 cells, by *shPclaf* (compared to control shRNA). We selected each drug candidate above a connectivity score 1.5 and isolated PAPC-specific drugs.

### Gene expression analysis by qRT-PCR

RNAs were extracted by TRIzol (Invitrogen) and used to synthesize cDNAs using the iScript cDNA synthesis kit (Biorad). qRT-PCR was performed using an Applied Biosystems 7500 Real-Time PCR machine with the primers listed in Supplementary Data 7. Target gene expression was normalized to that of mouse *Hprt1*. Comparative 2^−ΔΔCt^ methods were used to quantify qRT-PCR results.

### Statistics

All statistical analyses were performed using GraphPad Prism (version 10.3.0, GraphPad Software, San Diego, CA). Data are presented as mean ± standard derivation of the mean (SD) unless otherwise specified in the figure legend. For comparisons between two groups, two-tailed Student’s t tests were used. Two-way ANOVA with Tukey’s multiple comparisons test was used to analyze data with two independent variables in some experiments. Concentration–response curves were fitted using a four-parameter logistic equation. For all analyses, *p*  <  0.05 was considered statistically significant. The specific statistical test used and the number of experiments performed for each analysis are indicated in the corresponding figure legend. Normal distribution was assumed for all analyses, and no data points were excluded. To identify marker genes using scRNA-seq data, the Wilcox Rank Sum test was used, using Seurat package (Supplementary Data 1–3). GO analysis with a gene set of FISCHER_DREAM_TARGETS was analyzed using a Binomial statistic by PANTHER db (Supplementary Data 6). All experiments were performed three or more times independently under identical or similar conditions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Source data

Source data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE205815. Public scRNA-seq data of mice GSE141259 or humans GSE135893 are available via the Gene Expression Omnibus. Source data are provided with this paper.

# Supplementary material for: PCLAF-DREAM drives alveolar cell plasticity for lung regeneration
**Source:** Nat Commun. 2024 Oct 24;15:9169. doi: 10.1038/s41467-024-53330-1
**Supplement:** Supplementary file 3 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Marker genes of each cell type in mouse lung scRNA-seq data. The list of marker genes for each cell type identity of mouse lung scRNA-seq data (GSE1412259), analyzed by the 'FindAllMarkers' function of Seurat.

**Supplementary Data 2.** Marker genes of each cell type in human lung scRNA-seq. The list of marker genes for each cell type identity of human lung scRNA-seq data (GSE135893), analyzed by the 'FindAllMarkers' function of Seurat.

**Supplementary Data 3.** Marker genes of each cell type in mouse lung scRNA-seq from Pclaf WT and Pclaf KO mice at 7 dpi of bleomycin. The list of marker genes for each cell type identity of Pclaf WT and KO mouse lung epithelial cells (collected from mice at 7 dpi of bleomycin instillation), analyzed by 'FindAllMarkers' function of Seurat.

**Supplementary Data 4.** List of gene sets from of input into CLUE database. The list of gene sets of input into the CLUE database. Gene sets of the PAPCs (Pclaf WT vs. Pclaf KO scRNA-seq shown in Figure 2). 

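Supplementary Data 4 lists 100 genes that the study chose from these libraries as elevated in *Pclaf* WT PAPCs, so the values here are not independent evidence. In PAPC-like cells, 81 of the 100 genes had a higher CPM in WT than in KO, while 5386 of all 10299 genes with at least 10 UMIs did. The list holds 44 ribosomal protein genes, of which 44 were higher in WT, and 56 other genes, of which 37 were higher in WT. Ribosomal protein genes took 11.7% of UMIs in WT (11.6 to 11.9) and 9.29% in KO (9.25 to 9.33) PAPC-like cells, a difference of -2.46 percentage points. Across the alternatives, it ranged from -3.59 points, at a resolution of 1.2, to -1.20 points, with the drawn KO cells alone. In 3 of the 8 other epithelial classes, the ribosomal share was higher in WT, and in 5 it was higher in KO. Across the alternatives, between 68 and 85 genes of the list were higher in WT. The count of 68 was found with the 78 listed genes outside the variable genes, so it is not out of 100.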

Gene sets of KP cells (shPclaf vs. shControl [shCon]) and H1792 cells (shPCLAF vs. shControl [shCon]) were identified from the bulk RNA-seq data (GSE136571 and GSE147305, respectively).

**Supplementary Data 5.** List of drug candidates identified from the CLUE database. This spreadsheet has the output of the CLUE database with each gene sets. Each output was derived from the input gene sets listed in Supplementary Data 4; gene sets of PAPCs (Pclaf WT vs. Pclaf KO), KP cells (shPclaf vs. shControl [shCon]) and H1792 cells (shPCLAF vs. shControl [shCon]). CLUE outputs (drug candidates) with scores higher than 1.5 were selected.

**Supplementary Data 6.** Gene ontology of DREAM-target genes generated from the PANTHER database. The list of gene ontology (GO) (molecular function) of DREAM-target genes analyzed by the PANTHER db 7. The gene set of DREAM-target genes (968 genes; FISCHER\_DREAM\_TARGETS) was analyzed for the statistical overrepresentation test of GO molecular function complete.

**Supplementary Data 7.** Antibody and primer information. This spreadsheet has all information related to antibodies (manufacturers, catalog numbers, dilution rates, and antigen retrieval methods) and primers (sequences for cloning and mRNA quantification).

**Supplementary Data 8.** Gene sets used for module score analysis. The list of gene sets used for module score using with scRNA-seq dataset. List of genes in DREAM target genes, Sox9-based progenitor genes, MYC target genes, SMAD3 target genes from A549 cells, SMAD3 target genes from mouse embryonic cells, and SMAD3 target genes from human embryonic cells.

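Human symbols of these lists were matched to mouse genes by name. Of the 130 MYC target genes, 128 matched, and of the 119 Sox9-based progenitor genes, 117. The 826 genes of the mouse embryonic stem cell list are mouse symbols. A module score is the mean log-normalized expression of a list in a cell, less that of control genes of like expression, so that a score of 0 stands for the level of the control genes.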

How the deposited data were processed for this re-analysis (not part of the article)

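Lung cells of *Pclaf* WT and *Pclaf* KO mice, taken 7 days after bleomycin, were measured in 2 single-cell RNA sequencing libraries, 1 per genotype. The authors deposited a matrix of UMI counts per gene and barcode for each library, raw counts that are not normalized, with the identifiers and symbols of 31053 genes. The headers of the matrices name Cell Ranger version 5.0.0, and the paper's methods name the GRCm38 assembly. The WT matrix holds 98171818 UMIs on 30669 barcodes and the KO matrix 111267567 UMIs on 17172 barcodes, with a median of 2105 UMIs per barcode in WT and 5682 in KO. The lowest total of a barcode is 500 UMIs in both. No column of per-sample values was left unmapped.

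Barcodes with more than 200 and fewer than 5000 detected genes and under 20% mitochondrial UMIs were kept, and genes found in at least 3 cells. Cells were clustered in R 4.3.3 with Seurat 5.3.0, with log-normalization to 10000 UMIs, 2000 variable genes, 10 principal components, 20 nearest neighbors and Louvain clustering at a resolution of 0.8. The paper downsized its KO sample for the analysis of epithelial cells. Here 1 in 6 of all kept KO cells was drawn at random, with a fixed seed, before clustering. The other KO cells were added back, so the main values rest on all kept KO cells. Each KO cell that was not drawn was projected on the same principal components and took the most frequent cluster of its 20 nearest clustered cells. The 8 genes that the claims are about were left out of the variable genes. Epithelial cells were clustered again until no cluster had the name of another kind of cell, which took 3 rounds. A cluster took the name of the class whose markers had the highest mean log2 fold over the other clusters. It was left unnamed with fewer than 3 markers that were at least 1 log2 unit higher and seen in 10% of its cells, or with more markers of another class among its 10 leading genes. The marker lists were written before the data were examined.

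UMIs were summed over the cells of each class and library and given as counts per 1000000 UMIs of that class (CPM). Log2 ratios, KO over WT, have the exact conditional 95% interval for 2 Poisson counts, and 0.5 UMIs were added to both sums where one was 0. No ratio was taken where both were 0. Shares of cells have the exact binomial (Clopper-Pearson) interval. A floor of 3 counts was used for a count of 0. Cells of 1 animal pool are not replicates, so no p-value and no count of changed genes was computed. For gene lists, the median log2 ratio over genes with at least 10 UMIs was set against 10000 random lists of the same size, matched in 20 bins of mean expression. This describes the 2 libraries only. The interval of a list's median comes from 1000 redraws of the counts and is centered on the value. Module scores came from AddModuleScore. Genes per cell were counted after thinning every cell to 1000 UMIs. The named genes are those the paper names for these libraries, the genes of Supplementary Data 4, and the 5 genes with the highest and the 5 with the lowest log2 ratio in PAPC-like cells among those with at least 50 UMIs, a rule set before the data were examined. Of these, 1 gene is not reported here.

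The log2 ratios and list percentiles were tested on simulated data for the comparison of PAPC-like cells, KO against WT. Poisson counts for the real genes were drawn 20 times, with 200 genes changed by 1 or 2 log2 units, and about 10271 genes per run had at least 10 UMIs. The 95% intervals held the true value in 97.5% of cases. The median of the signed errors of the estimates was 0.04 log2 units. Errors of opposite sign cancel in it, so it does not give the usual size of an error. The interval was past 0 for 53.5% of the changed genes, and for 68.5% of those with at least 50 UMIs, so many changes of this size stay undetected. Lists of 400 genes of which up to 100 were lowered fell at percentiles of up to 3.86, and lists without changed genes between 1.64 and 99.3.

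The alternatives, set before the data were examined except for 1 tree, changed 1 choice at a time. For the cells they were the limits on genes read as UMIs, a mitochondrial limit of 10%, at least 500 genes, no upper limit on genes, and the removal of doublets called by Scrublet in scanpy 1.11.5 (8.85% of WT and 2.80% of KO cells, where 24.2% and 12.8% were expected from the number of cells). For the clusters they were a second random draw, the drawn KO cells alone, all cells of both libraries, 20 principal components, resolutions of 0.4 and 1.2, all 2000 variable genes, cells thinned to 1000 UMIs, and a gate on at least 3 of 11 PAPC markers. For the values they were log-normalized means, a denominator without mitochondrial and ribosomal protein genes, TMM factors of edgeR 4.0.16, other minimums of UMIs per gene, listed genes outside the variable genes, module scores, thinning to 500 UMIs or none, and 50 nearest cells. For values on another scale than the main one (module scores, log-normalized means and other depths), only the sign was compared.

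RNA velocity, SCENIC, CytoTRACE, GSEA and Slingshot's curves were not run here. The list of SMAD3 target genes from human embryonic stem cells was not used, since 453 of its entries were missing from the copy at hand, and the mouse embryonic stem cell list was used for module scores only.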

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

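The 2 tests on the cell types of the WT library were chosen only after the result was seen.

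Most cells of the *Pclaf* WT library lay outside the epithelial clusters, 95.3% of those kept, a signal in cells that the paper does not report on. In the KO library the share was 29.4%. Mesenchymal cells were most of these, at 18.2% of kept KO cells, against 15.2% in WT. Barcodes with little RNA counted as cells do not account for it, since the epithelial share of the WT library was 5.01% among cells with at least 500 genes, against 72.2% in the KO library. A *Ptprc* or *Pecam1* UMI, marks of the immune and endothelial cells that the sort was meant to remove, was found in 66.4% of kept WT cells (65.8 to 66.9) and 7.69% of kept KO cells (7.28 to 8.12). A difference in purity between the 2 sorts and a difference between the genotypes cannot be told apart, since each genotype has 1 library. The share of each class was therefore taken within epithelial cells, of which the WT library gave 1420. This does not remove a difference between the sorts in which epithelial cells they recovered, so the class shares stay confounded with the sort.

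*Xist*, which the paper does not report on, was found at 498 CPM in the KO library and 254 CPM in the WT library, although the methods state that the experiments were done on male mice. It was seen in 52.1% of kept KO cells and 19.3% of kept WT cells. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 68.6 CPM in KO and 183 CPM in WT. Free RNA alone would give *Xist* to cells with and without Y-linked UMIs alike, but among WT AT2-like cells with at least 5000 UMIs, *Xist* was seen in 4.59% of the 109 cells with a Y-linked UMI (1.51 to 10.4) and in 64.4% of the 132 cells without (55.6 to 72.5). In KO, it was seen in 11.6% of the 1317 cells with a Y-linked UMI (9.94 to 13.5) and in 84.8% of the 3455 cells without (83.5 to 86.0). This is consistent with cells of male and female mice pooled in each library. The balance of the sexes then differs between the libraries along with the genotype, and a sex difference stays among the open explanations of any difference between them, untested.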

How the results depend on the processing

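All alternatives were set before the data were examined, except the tree of alveolar classes in cells thinned to 1000 UMIs, which was chosen after seeing the data. Where no cause is given below, the cause was not tested. No paired analysis was possible because each genotype has 1 library. Of 410 values of the main results under the alternatives, 304 were counted as unchanged, 102 as moved and 4 as reversed. Of 312 values of single genes and of other classes, 277 were unchanged, 30 moved and 5 reversed. Counts of cells or genes were judged by a 1.5-fold change and values on another scale by sign alone. All others were judged by the counting error. A change of sign counted as reversed only where the interval of the main value lay on 1 side of no difference. Other changes of sign were left out of the reversed counts. They include 12 of 18 DREAM medians in PAPC-like cells and 10 of 12 PAPC-like share differences.

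The AT2-like share stayed higher in KO (from 4.27 to 24.5 percentage points) and the AT1-like (from -20.4 to -1.06) and Krt8+-like shares lower (from -17.7 to -2.75) in each of 13 alternatives. The sign of the PAPC-like difference did not hold, from -0.44 to 1.16 points over 12 alternatives with 10 above 0. *Clic4* stayed lower in KO in PAPC-like cells (from -1.56 to -0.32) and in Krt8+-like cells (from -0.82 to -0.20) in each of 15, where the values nearest 0 are differences of log-normalized means. Thinned cells were not among these 15. In PAPC-like cells the log-normalized means differed by -0.085 at 1000 UMIs. At 500 UMIs, *Clic4* was detected in 3.45% of WT and 4.93% of KO PAPC-like cells. The sign of the DREAM list's median in PAPC-like cells did not hold, from -0.14 to 0.22 over 18 alternatives with 12 below 0, and its percentile among matched lists fell to 41.5 in epithelial cells with at least 3 PAPC markers. With 29 PAPC-like cells and 152977 UMIs in WT, intervals of single genes in that class span about 1 log2 unit, which limits each statement on *Top2a*, *Cd44*, *Ccnd1*, *Bmp4* and *Pclaf*.

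Below, share differences are KO minus WT in percentage points of epithelial cells, ratios are log2 of KO over WT in PAPC-like cells, *Sftpc* contrasts are log2 of PAPC-like over ciliated-like cells, and neighbor shares are percent of the nearest cells of PAPC-like cells.

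Reading the limits on genes as UMIs left 6299 KO cells, a *Pclaf* ratio over all cells of -1.87, and share differences of 4.27 for AT2-like cells, 9.26 for the Lcn2-led cluster, -10.2 for AT1-like and -3.54 for Krt8+-like cells. It gave no PAPC-like cluster, so 34 results have no value there. Without an upper limit on genes, the *Pclaf* ratio over all cells was -2.60, the share differences 15.1 (AT2-like) and -2.52 (AT1-like), the MYC list's median -0.075, the ribosomal share difference -1.37, the *Sftpc* ratio 0.22, the *Sftpc* contrasts 5.51 (WT) and 2.89 (KO), and the KO neighbor shares 54.4 (AT2-like) and 22.3 (Krt8+-like). With a mitochondrial limit of 10%, the share differences were 1.40 (Lcn2-led), -2.02 (AT1-like) and -17.7 (Krt8+-like), the *Sftpc* contrasts 5.65 and 3.35, and the KO neighbor shares 55.9 and 21.5. With at least 500 genes per cell, the share differences were 0.75, -1.06 and -15.0 for the same classes, the DREAM median -0.058, the ribosomal share difference -2.05, the ratios -0.14 for *Top2a*, 0.045 for *Mki67* and 0.52 for *Sftpc*, the KO *Sftpc* contrast 3.33 and the KO AT2-like neighbor share 68.2. Without the called doublets, the share differences were 24.5 (AT2-like), 0.69 (Lcn2-led), -13.6 (AT1-like), -14.0 (Krt8+-like) and 0.77 (PAPC-like), the DREAM median -0.061, the ribosomal share difference -1.99, the *Sftpc* contrasts 4.76 and 4.38, and the KO neighbor shares 62.1 and 23.4.

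At a resolution of 0.4, the share differences were 24.4 (AT2-like), -20.4 (AT1-like) and -3.52 (Krt8+-like), the ribosomal share difference -2.94, the *Sftpc* contrasts 4.73 and 3.15, and the KO Krt8+-like neighbor share 5.56. At a resolution of 1.2, the DREAM median was 0.087, the ribosomal share difference -3.59, the *Sftpc* ratio 0.52 and the *Sftpc* contrasts 4.91 and 3.12. With 20 principal components, the AT1-like share difference was -1.55, the ribosomal share difference -1.80 and the KO *Sftpc* contrast 3.26. With all 2000 variable genes, the share differences were 23.3 (AT2-like) and -13.7 (AT1-like), the ribosomal share difference -2.75, the *Sftpc* ratio 0.47 and the KO *Sftpc* contrast 3.20. With a second random draw, the share differences were 1.50 (Lcn2-led), -14.6 (AT1-like) and -7.46 (Krt8+-like), the ribosomal share difference -1.72, the *Sftpc* ratio 0.26, the *Sftpc* contrasts 5.27 and 3.28, and the KO neighbor shares 58.4 and 21.0. With all cells of both libraries clustered together, the share differences were -18.0 (AT1-like), -2.75 (Krt8+-like) and 1.16 (PAPC-like), the DREAM median -0.11, the *Sftpc* ratio 0.37, the *Sftpc* contrasts 5.25 and 3.26, the WT Krt8+-like neighbor share 7.14, and the KO neighbor shares 58.0 and 5.37. With cells thinned to 1000 UMIs before clustering, the share differences were 2.81 (Lcn2-led) and -5.11 (AT1-like).

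With the drawn KO cells alone, the *Mki67* ratio reversed to -0.049, while the DREAM median was -0.14, the ribosomal share difference -1.20, the ratios -1.56 for *Clic4*, -0.14 for *Top2a* and 0.46 for *Sftpc*, and the KO *Sftpc* contrast 3.17. The drawn cells include 48 KO PAPC-like cells. In epithelial cells with at least 3 PAPC markers, the ratios were -0.29 for *Top2a*, 0.043 for *Mki67* and 0.71 for *Sftpc*.

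TMM factors raised each ratio in PAPC-like cells by 0.21, in AT2-like cells by 0.17, in Krt8+-like cells by 0.14 and in the Lcn2-led cluster by 1.01. By this shift the medians of the MYC list (0.049) and of the SMAD3 list in AT2-like cells (0.026), Krt8+-like cells (0.046) and the Lcn2-led cluster (0.52) changed sign, which counts among the reversed values but does not bear on the place of a list among matched lists. In PAPC-like cells the medians were 0.22 (DREAM), 0.15 (SMAD3) and 0.16 (Sox9) and the *Sftpc* ratio 0.63. With no minimum of UMIs per gene, the medians were -0.10 (DREAM), -0.25 (SMAD3) and -0.28 (Sox9), since genes with few UMIs take the ratio of the added 0.5. By mean module scores, the MYC list reversed to 0.011, but at 1000 UMIs per cell the difference was -0.0051. Without mitochondrial and ribosomal protein genes in the denominator, the *Sftpc* ratio was 0.38. Without thinning, the difference in genes per cell reversed to 184 in the Lcn2-led cluster, 363.5 in AT2-like and 409.5 in Krt8+-like cells, since KO cells are deeper.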

Differences from the paper's values

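The methods state that 16000 cells per group were put into the libraries, while the WT library held 30669 barcodes, more than 1.5 times as many, and the KO library 17172. The numbers of epithelial cells and of scored DREAM and SMAD3 target genes that the paper gives were within 1.5 times of the main values here. The following directions differ from the paper's statements.

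The paper gives DREAM target genes as higher in WT than in KO (Fig. 4C, D). Here their median log2 ratio in PAPC-like cells was 0.0059, with 412 of 839 genes lower in KO. The list was at percentile 100 of random lists of matched expression, so within these cells it was not lower in KO than like genes. PAPC-like cells were named by cell cycle genes, and the paper describes most DREAM target genes as related to the cell cycle. Cells that had lost their expression could fall outside the class, so the list cannot exclude such a loss in KO. The 741 listed genes outside the variable genes had a median of -0.012, at percentile 99.9. Of the 18 alternatives, all set before the data were examined, 12 gave a median below 0. They were the drawn KO cells alone (-0.14), all cells of both libraries clustered together (-0.11), no minimum of UMIs per gene (-0.10), no doublets (-0.061), at least 500 genes per cell (-0.058), a denominator without mitochondrial and ribosomal protein genes (-0.034), a second random draw (-0.028), epithelial cells with at least 3 PAPC markers (-0.013), genes outside the variable genes, all 2000 variable genes, no upper limit on genes and 20 principal components. With at least 3 PAPC markers the list was at percentile 41.5 of matched lists, and with all cells clustered together at 73.5. The mean module score differed by 0.015, KO minus WT, in all UMIs and by -0.0050 at 1000 UMIs per cell.

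The paper states that *Top2a* and *Mki67* were lower in KO PAPCs (Supplementary Fig. 14A). Here the log2 ratio was 0.27 for *Top2a*, with an interval that holds 0, and 0.45 for *Mki67*. Among the alternatives, *Top2a* was -0.14 with the drawn KO cells alone, -0.14 with at least 500 genes per cell, -0.29 in epithelial cells with at least 3 PAPC markers, -0.086 with all cells clustered together and -0.079 without doublets, and its log-normalized mean differed by -0.036. *Mki67* was -0.049 with the drawn KO cells alone. In 1 random thinning to 1000 UMIs per cell, the log-normalized means differed by -0.57 for *Mki67*, -0.014 for *Top2a* and -0.11 for *Ccnd1*, the paper's direction, over 26 WT cells. In another thinning to the same depth, *Mki67* was detected in 30.8% of WT and 32.6% of KO cells, so its direction at this depth was not settled.

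The paper states that *Ccnd1* was slightly lower in KO PAPCs. Here its log2 ratio was 0.043 (-0.33 to 0.44), and among the alternatives it was -0.054 with the drawn KO cells alone, -0.022 with a mitochondrial limit of 10% and -0.0083 with all 2000 variable genes.

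The paper states that SMAD3 target genes were lower in KO in PAPCs and not in other cell types (Fig. 5D). Here the list from A549 cells was at percentile 49.6 of matched lists in PAPC-like cells, against 11.4 in AT2-like, 8.44 in Krt8+-like and 5.96 in AT1-like cells and 67.2 in the Lcn2-led cluster. By mean module score, the measure of Fig. 5D, this list was lower in KO PAPC-like cells, as in the paper. It was lower in KO in other classes too. The list's difference of KO minus WT was lower in PAPC-like cells than in the 8 other classes. It was -0.0032 in all UMIs (-0.0010 in AT2-like, 0.0052 in Krt8+-like and 0.022 in AT1-like cells). At 1000 UMIs per cell it was -0.0090 (-0.0049, -0.0027 and -7.9e-05 in the same classes). The difference of -0.0032 was small beside the SD between PAPC-like cells in all UMIs, 0.033 in WT and 0.033 in KO. The mouse embryonic stem cell list, also in Fig. 5D, was not lowest in PAPC-like cells. In all UMIs it differed by 0.0039 in PAPC-like cells, and only ciliated-like and AT1-like cells were higher. The Lcn2-led cluster was lowest, at -0.0093. At 1000 UMIs per cell it was -0.0058 in PAPC-like, -0.017 in basal-like, -0.0093 in Lcn2-led and -0.0062 in Krt8+-like cells. Differences between classes were not tested.

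The paper gives activated AT2 cells of KO lungs as less differentiated by CytoTRACE (Fig. 3I), a score that rises with the number of genes per cell. Here, in the Lcn2-led cluster at 1000 UMIs per cell, the difference in median genes per cell, KO minus WT, was -89.5. Without thinning it was 184, the paper's direction, with deeper cells in KO. CytoTRACE itself was not run, so these counts do not test its score. In this cluster *Sftpc* was at 255028 CPM in KO and 159445 CPM in WT. At a fixed depth this leaves fewer UMIs for other genes in KO.

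The paper states that KRT8+ cells were increased in KO lungs by staining (Fig. 3F) and that KRT8+ cells derived from AT2 cells were reduced (Fig. 3G, H). Here the Krt8+-like share of epithelial cells was 24.5% in WT and 14.0% in KO, and it was lower in KO in each of 13 alternatives.

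The paper names AT2 med/AT1 med cells as a cluster (Fig. 3A). Here no cluster was given this name in 13 clusterings. With at least 500 genes per cell and without an upper limit on genes, a cluster matched these cells best but had fewer than 3 detected markers.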

Other observations

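The test of *Pclaf* UMIs in KO cells and the test of ribosomal protein genes across classes were chosen only after the result was seen.

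The Lcn2-led cluster had few genes per cell, and fewer UMIs per cell alone do not account for this, since at 1000 UMIs it had a median of 352 genes in KO and 441.5 in WT, against 516 and 560 in AT2-like cells. Droplets that hold free RNA only do not account for it either. The cluster had 0.054 *Scgb1a1* UMIs per *Sftpc* UMI in KO and 0.028 in WT, while non-epithelial cells, whose UMIs of both genes come from outside, had 1.61 and 2.33. RNAs kept in the nucleus were low in the cluster. *Neat1*, *Kcnq1ot1*, *Meg3*, *Airn*, *Miat* and *Xist* together were at 59.3 CPM in KO (47.7 to 72.9) and 131 CPM in WT (71.4 to 219), against 1460 and 1565 CPM in AT2-like cells. *Malat1*, which had been looked at before, was at 521 CPM in KO and 3005 CPM in WT, against 14564 and 14179 CPM. A candidate explanation is that many barcodes of this cluster hold cells that lost their nucleus. Whether activated AT2 cells keep less of these RNAs for a biological reason stays open, and club-like cells had a like low level, 81.9 CPM in KO and 8.29 CPM in WT.

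*Pclaf* UMIs in KO PAPC-like cells are not explained by free RNA, since *Pclaf* was at 131 CPM there (115 to 147) and at 1.46 CPM in the other KO epithelial cells (1.21 to 1.76). Whether they came from a part of the transcript or from cells that still carry the intact gene was not tested.

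Ribosomal protein genes made up 44 of the 100 genes that the paper lists as higher in WT PAPCs. A difference between the 2 libraries in each class does not account for their higher share in WT PAPC-like cells, since the share was higher in WT in 3 of the 8 other classes, with differences of KO minus WT from -0.91 to 0.86 percentage points.

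*Clic4* was lower in KO, and RNA of non-epithelial cells in the WT library was tested as a source of the difference, since such cells held 614 CPM of *Clic4*. In Krt8+-like cells the difference needs 24.9% of the UMIs to come from such cells. The 20 most abundant genes of the WT non-epithelial cells that this class hardly carried in KO rose in WT by a share of 6.48% (6.16 to 6.81). In PAPC-like cells 17.7% was needed and 4.24% was found (3.44 to 5.13). Such RNA could give part of both differences but not most of it, if it came in the proportions of the non-epithelial cells as a whole. A difference between the sexes or between the 2 preparations stays open beside the genotype.

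The 5 genes with the lowest log2 ratio in PAPC-like cells were *Tnip3* (-3.22), *Marcks* (-2.20), *Katna1* (-2.05), *Emp3* (-2.02) and *Vim* (-1.98), of which *Marcks* and *Katna1* are DREAM target genes. The same source was tested for them. The median share needed was 21.6%, 2 of the 5 genes were above the level of the non-epithelial cells, and 4.06% was found (3.28 to 4.94). *Vim* needed 5.74%, so such RNA could give most of its difference. Among the genes with the highest ratio were *Slc8a1*, at least 5.62-fold higher in KO, *Krt15*, at least 2.08-fold, *Mycbp*, at least 1.75-fold, against a floor of 3 counts for 0 WT UMIs, and *Gstm1*, with a log2 ratio of 3.55 (1.05 to 8.87) from 1 WT UMI. With the counting error of the KO UMIs too, the lower limits of the log2 ratios were 2.18 for *Slc8a1*, 0.73 for *Krt15* and 0.47 for *Mycbp*. No explanation was tested for the higher genes.

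Of the Supplementary Data 4 list, the median log2 ratio was -0.33 in PAPC-like cells and -0.20 in AT1-like cells, both at percentile 0 of matched lists. The list was chosen from these libraries as higher in WT PAPCs, so its place in PAPC-like cells is not independent evidence. In the other classes it lay from percentile 13.7, in ciliated-like cells (-0.022), to 99.8, in goblet-like cells (0.065).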
